# Determining extracellular vesicles properties and miRNA cargo variability in bovine milk from healthy cows and cows undergoing subclinical mastitis

**DOI:** 10.1186/s12864-022-08377-z

**Published:** 2022-03-07

**Authors:** Mara D. Saenz-de-Juano, Giulia Silvestrelli, Stefan Bauersachs, Susanne E. Ulbrich

**Keywords:** Extracellular vesicles, Milk, microRNA, Subclinical mastitis, Small RNA-seq

## Abstract

**Background:**

Subclinical mastitis, the inflammation of the mammary gland lacking clinical symptoms, is one of the most prevalent and costly diseases in dairy farming worldwide. Milk microRNAs (miRNAs) encapsulated in extracellular vesicles (EVs) have been proposed as potential biomarkers of different mammary gland conditions, including subclinical mastitis. However, little is known about the robustness of EVs analysis regarding sampling time-point and natural infections. To estimate the reliability of EVs measurements in raw bovine milk, we first evaluated changes in EVs size and concentration using Tunable Resistive Pulse Sensing (TRPS) during three consecutive days of sampling. Then, we analysed daily differences in miRNA cargo using small RNA-seq. Finally, we compared milk EVs differences from naturally infected udder quarters with their healthy adjacent quarters and quarters from uninfected udders, respectively.

**Results:**

We found that the milk EV miRNA cargo was very stable over the course of three days regardless of the health status of the quarter, and that infected quarters did not induce relevant changes in milk EVs of adjacent healthy quarters. Chronic subclinical mastitis induced changes in milk EV miRNA cargo, but neither in EVs size nor concentration. We observed that the changes in immunoregulatory miRNAs in quarters with chronic subclinical mastitis were cow-individual, however, the most upregulated miRNA was bta-miR-223-3p across all individuals.

**Conclusions:**

Our results showed that the miRNA profile and particle size characteristics remained constant throughout consecutive days, suggesting that miRNAs packed in EVs are physiological state-specific. In addition, infected quarters were solely affected while adjacent healthy quarters remained unaffected. Finally, the cow-individual miRNA changes pointed towards infection-specific alterations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08377-z.

## Background

Mastitis, the inflammation of the mammary gland, is one of the most costly diseases in dairy farming [1]. It poses a major issue to combat as it is the main reason why antibiotics are used in dairy cattle. Cows with mastitis produce less milk of lower quality. Besides, mastitis decreases reproductive efficiency and adversely affects animal welfare [2]. The most common causes of mastitis are gram-positive and -negative bacteria that enter through the teat channel and establish in the mammary gland tissue. Furthermore, mastitis can also be developed after a viral, fungal, or protothecal infection [1]. Depending on the type of microorganism and the associated toxins, the response of the mammary gland varies. Gram-negative bacteria generally generate an acute immune response with clinical symptoms such as fever, udder damage or milk alterations (clinical mastitis) [1]. On the other hand, gram-positive bacteria trigger a moderate response that is asymptomatic (subclinical mastitis), but can ultimately result in chronic or life-long disease [1]. Unfortunately, the most frequent type of mastitis is the subclinical form, explaining why it can easily be transmitted to other animals in the herd during routine milking [3]. Subclinical mastitis is characterized by an endothelial cell malfunction that facilitates the unregulated accumulation of leukocytes at the site of infection, enhances leakage of plasma proteins into mammary tissues and disrupts the blood flow [4]. This inflammatory response results in an increase in immune cells in the milk indicated by a rise in the somatic cell count (SCC), which indicates the intramammary infection [5]. The optimal cut-off point to distinguish between infected and uninfected quarters has been established at 200′000 cells/ml [6, 7].

Biomarkers play a key role in defining and characterizing animal diseases [8]. MicroRNAs (miRNAs) are short non-coding RNA sequences (around 22 nucleotides) that have a critical function in posttranscriptional regulation of gene expression [9]. Since miRNA can circulate in body fluids and are dysregulated in a wide variety of diseases and syndromes, they have been proposed as non-invasive diagnostic biomarkers of disease status in human and livestock [10, 11]. In milk, it has been observed that miRNA profiles change upon mammary infection, lactation periods or breast cancer (reviewed by [12]). Thus, milk miRNAs have been proposed as diagnostic, prognostic, and predictive biomarkers of different mammary gland conditions. Recent technological advancements have made the visual detection of miRNA in raw milk possible by using RNA-functionalized gold nanoparticles [13].

In general, functional miRNAs circulate in body fluids associated with RNA-binding proteins or encapsulated in extracellular vesicles (EVs), lipid-rich vesicles or milk fat globules [12]. Since EV-delivered miRNA constitute a mechanism of regulating the inflammatory response [14], several studies have been conducted to evaluate the short-term changes in EV cargo due to mastitis [15, 16]. These experiments evidenced differences in EV cargo miRNAs upon inflammation, suggesting new potential biomarkers for early mastitis diagnosis. However, the latter studies were designed to induce the inflammation by inoculating a controlled amount of gram-positive *Staphylococcus aureus* (*S. aureus*) to a healthy quarter. Because it is known that subclinical mastitis is never produced by one unique pathogen only, the results might not adequately mimic the pathogenesis of the disease.

Up to now, milk EVs publications related to subclinical mastitis have used the same quarter as control quarters before the *S. aureus* challenge [16, 17], or uninfected quarters from different cows [15, 18, 19]. The central suspensory ligament and the fine membranes of the bovine mammary gland are physical barriers that separate the four quarters in tissue and blood supply [20]. Thus, cows can develop a local subclinical infection in only one of the quarters [7, 21]. This allowed within-udder experiments that include both treated and control quarters of a single cow, avoiding cow-bias [5, 20, 22]. Recent results, however, confirmed that the immune response to intramammary infection in a single mammary gland quarter alters the milk composition and the health status to the adjacent quarters [23]. Therefore, it is still unknown whether healthy adjacent quarters can be used as a control when evaluating milk EVs changes due to natural infections.

Daily fluctuation in SCC, milk composition and number of bacteria is normal in subclinical mastitis [24–26]. For that reason, the evaluation of several successive sampling is preferable to the interpretation of individual sampling [25]. In human breast milk, it has been reported that both secreted mRNA and miRNA might change throughout the day [27, 28]. However, to our knowledge, a rigorous evaluation of the daily stability of EV-miRNA to support its biomarker potential is still lacking.

We hypothesised that like other components in milk, EVs are dynamic and cow-dependent, and this needs to be taken into account when comparing healthy and subclinical mastitis, especially in naturally infected cases. Thus, the aims of this study were i) to estimate the daily and cow-individual milk EVs variability regarding size, concentration and miRNA cargo in health and subclinical mastitis; ii) to investigate milk EVs size, concentration and miRNA cargo between healthy quarters of inflamed and uninflamed udders and iii) to elucidate milk EVs alterations in chronic subclinical mastitis.

## Results

### Milk somatic cell count (SCC)

Two groups of cows were defined regarding their SCC and California mastitis test (CMT) parameters: i) subclinically infected cows, showing a CMT positive and ii) healthy cows with a CMT negative test for at least two consecutive months. In healthy cows (Control), the SCC was lower than 50.000 cells/ml in all quarters, and one quarter was randomly selected as control (Fig. 1a). When the foremilk SCC is relatively low, the variation in SCC in the remaining milk is marginal, indicating that there is no ongoing infection [30]. From subclinically infected cows, two quarters were selected (Fig. 1a), one with a High SCC (> 400′000cells/ml) and another with a Low SCC (< 50′000cells/ml). To ensure the stability of the inflamed and healthy quarters, the milk SCC was determined for ten days in the morning and the afternoon milking. To study the milk EVs stability, we analysed the size, concentration and miRNA cargo from three consecutive days from the same cow and the same quarter.

**Fig. 1:**
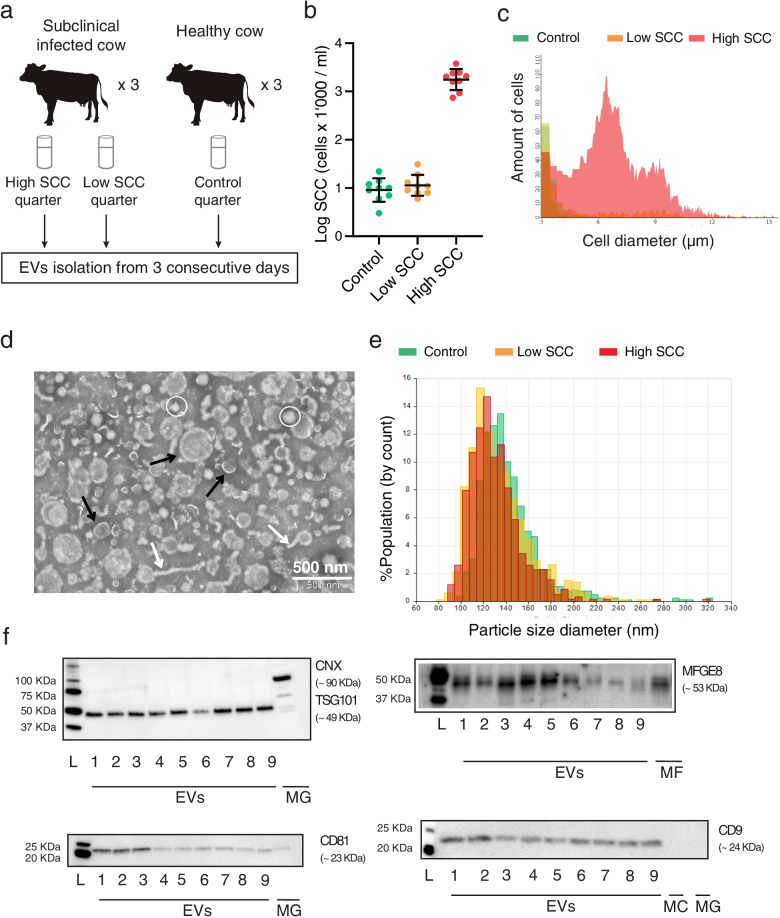
**a** Experimental design. EVs: Extracellular Vesicles **b** Scatterplot showing the somatic cell count (SCC) of the Control group, the Low SCC and the High SCC on a logarithmic scale. Lower-case letters denote significant differences (*P* < 0.05) after applying non-parametric Kruskal-Wallis and Dunn’s multiple comparisons tests. **c** Diameter distribution of milk cells in one High SCC (red), Low SCC (yellow) and Control (Green) sample, respectively. **d** Transmission electron microscopy (TEM) observation of isolated milk EVs. Black arrows indicate microvesicles and exosomes; white ovals highlight non-vesicles and white arrows point at shapeless aggregations with low electron density [29]. **e** Representative graphs of size distribution from three milk EVs samples measured with tunable resistive pulse sensing technology. **f** Western blot characterization for the EVs protein markers CXN, TSG101, CD81, CD9 and MFGE8. The absence of CXN suggests no contamination during the isolation with intracellular debris; L: Ladder; 1-9: Milk EVs pellets; MG: Mammary gland tissue; MF: Milk Fat; MC: Milk cells. Full-length blots are presented in Supplementary Fig. S4

SCC was stable in each cow and quarter along 10 days of milking (morning and afternoon) (Supplementary Table S1). From each quarter, three consecutive days were selected for EVs isolation and analysis. From the subclinically infected cows, Cow 4 had the lowest SCC average (1′219’000 cells/ml), while Cow 6 had the highest (2′074’000 cells/ml).

The SCC average of all High SCC quarters was 1′955’000 ± 900 cells/ml, while for the Low SCC and Control quarters the SCC average was 12′890 ± 8 cells/ml and 10′330 ± 5 cells/ml, respectively (Fig. 1b). Significant differences were found between High SCC and Low SCC (*P* < 0.0001) and between High SCC and Control (*P* < 0.0001). No significant differences were found between Low SCC and Control (*P* > 0.9). As Fig. 1c shows, High SCC milk (red) had a higher amount of cells between 5 and 9 μm of diameter, typical of lymphocytes [31], than Low SCC (yellow) and Control (green).

### Milk EVs isolation and characterization

Transmission electronic microscopy (TEM) confirmed the heterogeneity and integrity of EVs, showing populations of small and large vesicles resembling exosomes (30-110 nm) and microvesicles (> 100 nm), respectively (black arrows, Fig. 1d) [29]. We also observed the presence of some particles (white ovals, Fig. 1d) and shapeless aggregations with low electron density (white arrows, Fig. 1d) [29]. A lower amount of exosomes and microvesicles were obtained when using only differential ultracentrifugation (12′000 g, 35′000 g, 70′000 g and 100′000 g) and 0.25 M EDTA for casein precipitation as previously described [32] (Supplementary Fig. S1a-b). The size distribution analysis with TRPS showed that the particle size range was between 49 and 427 nm for High SCC, between 47 and 435 nm for Low SCC, and between 48 and 384 nm for Control (Supplementary Table S2). Figure 1e shows an example of a particle size histogram of one sample from each experimental group. The WB of EVs samples confirmed the presence of several EVs markers [33] (Fig. 1f). In particular, we detected the presence of the transmembrane proteins CD81 and CD9, and the cytosolic protein enriched in exosomes tumor susceptibility gene 101 (TSG101). Moreover, we also found the presence of milk fat globule-EGF factor 8 protein (MFGE8). The absence of Calnexin (CNX) suggested that there was no intracellular debris contamination during EVs isolation and that the majority part of EVs belonged to a small subtype population [33]. Without acid precipitation, the number of caseins left in the EVs pellet was similar to the one present in the skim milk (Supplementary Fig. S1c,d), which could explain why we observed the presence of TSG101 and MFGE8 protein (Supplementary Fig. S1e,f), but not CD81 (Supplementary Fig. S1g).

### RNA extraction

Bioanalyzer RNA profiles and miRNA concentration for each tested protocol are shown in Supplementary Fig. S2. RNA degradation of longer fragments (such as ribosomal RNA) due to RNase treatment generated increased amounts of short RNA fragments (Supplementary Fig. S2). We selected the miRNeasy kit for RNA isolation because it extracted more RNA than the RNeasy Micro kit and the Qiazol methods (Supplementary Fig. S2). The concentration of extracted RNA ranged from 0.62 ng/μl to 9 ng/μl (Supplementary Table S2). The amounts obtained were similar between days (Fig. 2a), between experimental groups (Fig. 2a, *P* > 0.05) and had no significant correlation with milk EVs concentration (*P* > 0.05, Fig. 2b).

**Fig. 2:**
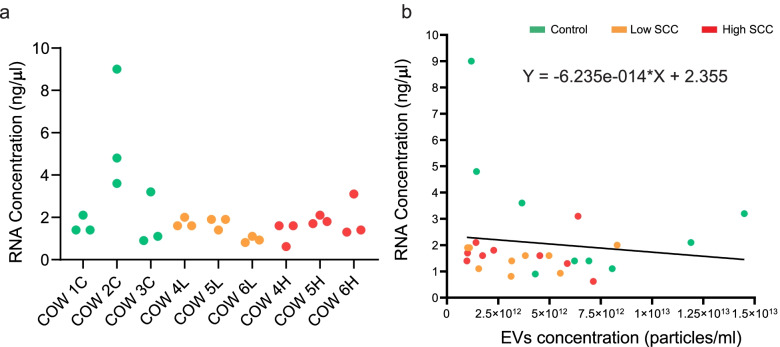
**a** RNA concentration of milk EVs in individual quarters. **b** Correlation between RNA and EVs concentration. Abbreviations: C: Control group, L: Low SCC group, H: High SCC group

### Small RNA sequencing results

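The miRNA of milk extracellular vesicles (EVs), membrane particles that cells release into milk, was measured by small RNA sequencing in 27 libraries. They came from 9 mammary glands (the separate glands of the udder) sampled on 3 days each. Healthy glands of the healthy Cows 1, 2 and 3 formed the Control group. Cows 4, 5 and 6 each gave 1 inflamed gland (High SCC, high somatic cell count) and 1 healthy gland (Low SCC), so every group held 9 libraries of 3 cows. The third High SCC libraries of Cows 5 and 6 carry the numbers 5 and 6 in their sample codes and were taken as day 3, so whether they share a milking with the Low SCC libraries of day 3 is uncertain. The 3 days of a gland are repeated samples of 1 animal, and p-values over libraries therefore rest partly on the spread between days. Those of comparisons between single cows or within 1 cow rest on that spread alone. The authors trimmed the reads, collapsed duplicates, matched unique sequences to bovine mature miRNAs without mismatch, summed the isomiRs of each miRNA and scaled the libraries by TMM in edgeR. The deposited values are log2 CPM (read counts scaled to a common library size) of 122 miRNAs after addition of a prior count of 2 reads, scaled to the library size. The reads behind the values were recovered from the steps between them, and all 3294 values gave whole reads within 1e-06 of a read. Reads summed over the 122 miRNAs ranged from 77286 to 502941 in Control (median 181387), from 65549 to 388139 in Low SCC (median 235462) and from 124470 to 405160 in High SCC (median 247014). The raw reads given by the paper were counted before these steps, and the values here use the summed reads. A single read was worth 1.75 CPM in the deepest library and 16.4 CPM in the shallowest one, the Low SCC library of Cow 6 on day 2. A miRNA without reads has a log2 value of 3.03 in every library, so log2 differences understate the change of miRNAs that are nearly absent from 1 group. Differences between groups were fitted with limma on the deposited log2 values, with cow as a term between High SCC and Low SCC, and P-values were adjusted by the Benjamini-Hochberg method (FDR < 0.05).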

The sequencing of 27 libraries in two HiSeq 2500 lanes resulted in 10.1 to 23.2 million raw reads per library (16.2 ± 3.35, Supplementary Table S3). The raw reads were processed by removing low-quality sequences, too short sequences, adapters and PCR duplicates. Then, all unique sequences and read counts for all samples were joined into a count table and ~ 3,800,000 unique sequences were obtained. After CPM filtering, we obtained 10,313 unique sequences and 1771 successfully sequences mapped to the *Bos Taurus* miRBase database. To increase the biological relevance of our findings, differentially expression analysis was performed using the read counts of all isomiRs grouped for their corresponding mature miRNA. The isomiR clustering resulted in 140 unique miRNAs (Supplementary Table S4). 

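Values for 122 miRNAs were analysed, the number in the legend of Fig. 3. Of the 140 miRNAs in Supplementary Table S4, 114 were among them and 26 were not analysed here. The other 8 are not listed in that table, and they include bta-miR-146a and bta-miR-155, both known as regulators of inflammatory signalling. Most miRNAs had reads in every library: only 30 of the 3294 values were at 0 reads, and 7 libraries had no miRNA at 0. The shallow Low SCC library of Cow 6 on day 2 had 6 miRNAs at 0 reads. bta-miR-142-5p, bta-miR-19b, bta-miR-2890 and bta-miR-2285bi were not analysed here. Of the 122 names, 121 matched a gene in the RefSeq annotation of ARS-UCD2.0. Several of these genes lie next to each other there, such as MIR141 beside MIR200C, MIR29A beside MIR29B-1, and MIR106B, MIR25 and MIR93 in 1 cluster.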

All quarter types (High SCC, Low SCC and control) had the same top-ten most abundant milk EVs miRNA (Supplementary Table S5).

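bta-let-7a-5p and bta-let-7b, members of a family that restrains cell growth, were the most abundant miRNAs in each of the 3 groups. bta-let-7b took 12.3% ± 3.74 (SD, n = 9 libraries of 3 cows) of the summed reads in Control, 10.1% ± 1.53 in Low SCC and 11.2% ± 2.45 in High SCC. bta-let-7a-5p took 10.7% ± 2.65 in Control, 11.3% ± 2.01 in Low SCC and 12.7% ± 1.47 in High SCC. The epithelial bta-miR-200c took 6.87% ± 0.646, 6.54% ± 0.577 and 5.77% ± 0.793 in the same order. bta-miR-148a, a miRNA that is abundant in milk, took 6.60% ± 1.16, 7.06% ± 0.658 and 6.09% ± 0.888. bta-miR-21-5p, which is often raised in inflamed tissue, had 5.29% ± 0.842 in Control, 5.95% ± 0.611 in Low SCC and 8.46% ± 2.51 in High SCC. Ranked by mean share, 8 miRNAs were among the 10 most abundant of all 3 groups: those 5 together with bta-miR-30a-5p, bta-miR-26a and bta-let-7f. bta-let-7c completed the list in Control and High SCC, bta-miR-30d in Low SCC and High SCC, and bta-miR-92a in Control and Low SCC. The 10 miRNAs of each group summed to 63.8% ± 2.75 of the reads in Control, 63.4% ± 2.35 in Low SCC and 65.1% ± 1.85 in High SCC. No test was made on these ranks. bta-miR-3596 and bta-miR-26c of Supplementary Table S5 were not analysed here.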

### Milk EVs variability

We did not observe significant differences in the EVs mean or mode size, and the coefficient of variation (CV) was 1.4-8.9% and 0.7-9.8%, respectively (Supplementary Table S2). On the contrary, the concentration of isolated EVs was more different between days, with a CV between 37.1 and 69.2% (Supplementary Table S2). Importantly, these results were independent of the EVs isolation session (*P* > 0.05, Supplementary Fig. S3a). 

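No miRNA passed for a change between the 3 sampling days common to the glands, when the 27 libraries were fitted with limma with the gland as a term (F test, smallest adjusted P = 0.994). At an unadjusted P under 0.05 there were 3 miRNAs, namely bta-miR-1839, bta-miR-20a and bta-miR-92a. bta-miR-20a and bta-miR-92a come from neighbouring genes of the miR-17-92 cluster, which is linked to cell proliferation. bta-miR-1839 had the smallest unadjusted P of 0.0174. Within High SCC, Low SCC and Control taken separately, 0 miRNAs passed as well, with 11, 0 and 8 at an unadjusted P under 0.05. With limma voom on the recovered reads 0 passed and 4 had an unadjusted P under 0.05. The High SCC libraries coded 5 and 6 in Cows 5 and 6 were taken as day 3, and without them 0 passed in limma with 6 at an unadjusted P under 0.05. The time-course method of the paper, ImpulseDE2, was not used here, so the test compares day means without a curve over time. Changes that differ from gland to gland were not tested. In High SCC, bta-miR-223 had 1092, 840 and 164 CPM on days 1, 2 and 3 in Cow 4. It had 1151, 2726 and 2302 CPM in Cow 5, and 11106, 6947 and 1839 CPM in Cow 6.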

Time-course analysis of miRNA profiles showed that there was no change in miRNA cargo throughout the three consecutive days (adjusted *P* > 0.05).

### Milk EVs cow-individual variability

We did not observe significant differences in EVs mean or mode size between cows from the same or different experimental group (*P *> 0.05, Fig. 3a-b). On the other hand, we detected that the EVs concentration in milk seemed to be cow-dependent (*P* = 0.052, Fig. 3c). There was no significant correlation between isolated EVs and amounts of cells in the milk (*P* > 0.05, Supplementary Fig. S3b).

**Fig. 3.**
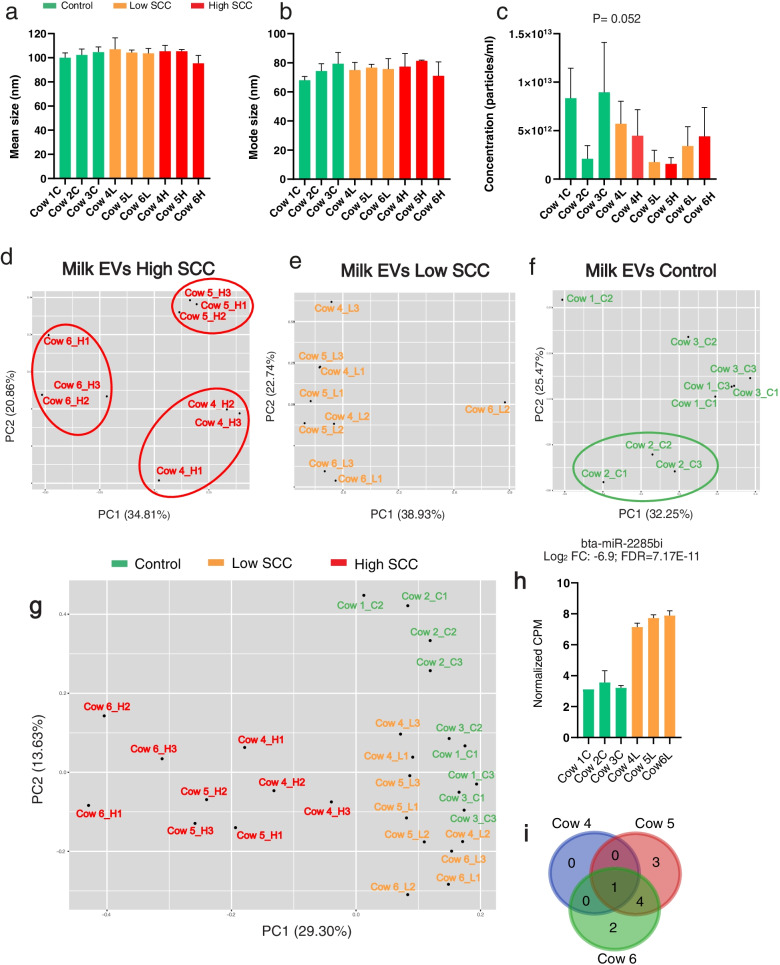
**a**-**c** Mean size, mode size and concentration of milk EVs in individual quarters. **d**-**f** Principal component analysis (PCA) of milk EVs miRNA (*n* = 122) in High SCC, Low SCC and Control. **g** PCA of milk EVs miRNA expression (*n* = 122) for all samples. **h** Normalized counts per million (CPM) for bta-miR-2285 t in Control (green) and Low SCC (orange). **i** Venn diagram showing the overlap of altered miRNAs between the three cows. Abbreviations: C: Control group, L: Low SCC group, H: High SCC group, the number indicates sampling day (1,2 and 3, respectively)

The principal component analysis (PCA) showed that the miRNA profile of High SCC quarters clustered very closely depending on the cow origin (Fig. 3d), while this was not the case for the Low SCC quarters from the same cows (Fig. 3e). On the other hand, PCA analyses from the Control quarters revealed that Cow 2 had a different miRNA profile than Cows 1 and 3 (Fig. 3f). 

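High SCC libraries of the same cow lay closer together than those of different cows. Each cow gave 1 High SCC gland, so cow and gland cannot be told apart. The first principal component of High SCC holds spread both between and within cows. It was led by bta-miR-223, a miRNA of neutrophils and other myeloid cells, with 17.1%, and by bta-miR-365-3p with 16.9%. bta-miR-146a and bta-miR-146b, which are induced by inflammatory signalling, contributed 6.33% and 4.71%. Between cows, High SCC libraries lay 9.14 log2 units apart (mean Euclidean distance over 122 miRNAs), and libraries of the same cow 6.56. In Low SCC these distances were 8.59 and 7.36. The first component of Low SCC was led by bta-miR-1306, bta-miR-11978 and bta-miR-196a, which contributed 12.4%, 8.85% and 7.93%. It mostly set apart the shallow library of Cow 6 on day 2, with a score of -9.71 against -0.37 to 2.71 for the others. That library held 0 reads of bta-miR-1306 and 1 of bta-miR-11978. An exact permutation test over the 280 ways to divide 9 libraries into 3 sets of 3 gave P = 0.00357 for High SCC, the smallest value this design allows, and P = 0.0107 for Low SCC (one-sided). The excess of between-cow over within-cow distance was 2.58 in High SCC and 1.23 in Low SCC, and the difference between those excesses was not tested. The Low SCC library of Cow 6 on day 2 lay 12.0 from the other Low SCC libraries on average, and the others had mean distances of 7.29 to 8.57. The first 2 components held 37.9% and 18.1% of the variance in High SCC and 38.6% and 25.7% in Low SCC.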

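Control libraries of the same cow were also closer to each other than to those of other cows. Mean Euclidean distances were 7.58 within cows and 9.03 between cows (exact permutation test over 280 divisions, one-sided P = 0.00714). The first principal component of Control held 33.5% and the second 23.3% of the variance. It was led by bta-miR-2340 with 9.03% and by bta-miR-196a with 6.80%, a miRNA from the HOX gene clusters. bta-miR-196a had a mean of 1229 ± 260 CPM (SD, n = 3 days) in Cow 2, 365 ± 113 CPM in Cow 1 and 184 ± 30.6 CPM in Cow 3.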

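In Control glands, bta-miR-574, bta-miR-196a and bta-miR-885 were higher in Cow 2 than in Cow 1, by 1.73 (standard error 0.30), 1.75 (0.33) and 1.34 (0.26) on the log2 scale. bta-miR-143, a miRNA of smooth muscle and other mesenchymal cells, was lower in Cow 2 with a log2 difference of -2.05 (standard error 0.41). bta-miR-22-3p and the epithelial bta-miR-182 were lower as well, with log2 differences of -1.07 and -0.72. These 6 miRNAs had an adjusted P from limma between 0.0104 and 0.0455. Against Cow 3, bta-miR-196a was higher in Cow 2 by 2.68 (standard error 0.33, adjusted P = 0.000596 from limma) and bta-miR-885 by 1.11 (0.26, adjusted P = 0.0441), and bta-miR-16a was lower with a difference of -1.04 (0.21, adjusted P = 0.0262). Between Cow 1 and Cow 3, 0 miRNAs passed in limma and 20 had an unadjusted P under 0.05. That count was 1 with limma voom on the recovered reads, 10 after centring each library on its median miRNA and 4 after quantile normalization. The higher and lower miRNAs of Cow 2 against Cow 1 numbered 3 and 3, or 3 and 6 after median centring, and those against Cow 3 numbered 2 and 1, or 7 and 2 after median centring. Without the Control library of Cow 2 on day 3 the first count was 3, and without that of Cow 3 on day 3 the second was 1. Each cow was represented by 1 gland on 3 days, so these tests compare 3 animals and not groups of animals.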

While no significant differences were found between Cow 1 and 3, Cow 2 had 9 and 10 differentially expressed miRNAs compared to Cow 1 and Cow 3, respectively (FDR < 0.05, Supplementary Table S6).

### Minimal differences in miRNA EVs between low SCC and control milk samples

To assess whether an inflamed quarter induced changes in the miRNA of adjacent healthy quarters, we evaluated differences in miRNA between Low SCC and Control. 

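High SCC libraries stood apart from the healthy glands on unscaled log2 values mainly through bta-miR-223, which alone contributed 58.2% of the first principal component of all 27 libraries. bta-miR-146a and bta-miR-146b followed with 10.7% and 10.3%, and bta-miR-365-3p with 3.06%. High SCC libraries had scores from 1.83 to 10.1 on this component, Low SCC libraries from -3.96 to -2.40 and Control libraries from -4.15 to -0.91. It held 40.8% of the variance, and the second component 12.1%. These components weigh miRNAs by their variance, and with each miRNA scaled to unit variance, a setting chosen after the data were seen, they held 18.0% and 14.6%. On the means of the 9 glands, High SCC glands lay 10.9 log2 units from Low SCC glands and 11.2 from Control glands, with 6.69 and 6.94 between glands of the same group. Both gave P = 0.1 in an exact permutation test over the 10 splits of 6 glands, the smallest value that 3 glands against 3 allow. High SCC and Low SCC glands are paired within cows, and exchanged only within cows they gave P = 0.25 in an exact permutation test, the smallest value of its 4 splits. Low SCC and Control glands lay 5.99 apart, with 6.35 between glands of the same group (exact permutation P = 0.8, one-sided).

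**Figure D1:**
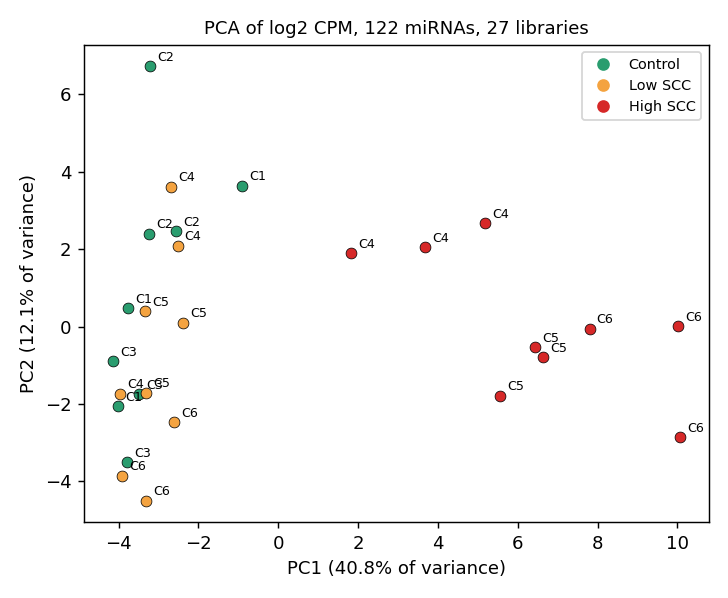
Principal component analysis of the log2 CPM of 122 miRNAs in 27 libraries. Each point is 1 library, coloured by group and marked with its cow; the axes give the scores on the first 2 components with their percent of variance, and the High SCC libraries lie from 1.83 upwards on the first one.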

The PCA analyses indicated that there was variation between High SCC and healthy quarters, while Low SCC and Control quarters clustered nicely together (Fig. 3 g). 

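bta-miR-2285t, a member of a large miRNA family found in cattle, was lower in Low SCC glands than in Control glands. Its mean was 970 ± 286 CPM (SD, n = 9 libraries of 3 cows) in Low SCC and 1756 ± 337 CPM in Control, a log2 difference of -0.88 (standard error 0.18, adjusted P = 0.00733 from limma). It was the 1 miRNA of 122 past the threshold, and 13 had an unadjusted P under 0.05. With the mean of the 3 days per gland as the sample, its adjusted P was 0.858 (3 cows against 3), and 0 miRNAs passed. Without Cow 3 or without Cow 5 0 miRNAs passed in limma, with 20 and 11 at an unadjusted P under 0.05. All 8 measured members of the leukocyte list had positive differences (median 0.27) but 0 passed singly. Among them bta-miR-223 had 0.01, without a fixed direction in other settings. The list was fixed before the data were examined but after the paper's tables of differential miRNAs were read. It had an adjusted P of 0.0206 in camera and adjusted p = 0.118 with an estimated correlation. Both treat the days of a gland as separate samples, with other cows in each group. bta-miR-2285bi and bta-miR-2904 were not analysed here.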

In Low SCC, we found a significant upregulation in bta-miR-2285bi (log2-fold change: 6.9, (Fig. 3 h) and significant downregulations in bta-miR-2285 t and bta-miR-2904 (log2-fold change: − 0.8 and − 1.5, respectively; FDR < 0.05).

### Cow-individual milk EV miRNAs in infected quarters

Significant miRNA alterations in High SCC quarters were different depending on the cow origin. In Cow 4 we observed that only bta-miR-223-3p was upregulated, while in Cows 5 and 6 we observed more differences (Table 1). 

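In Cow 4, bta-miR-223 was higher in the High SCC gland than in the Low SCC gland by 6.06 on the log2 scale (standard error 0.59), and bta-miR-146b by 1.45 (0.37) and bta-let-7f by 0.64 (0.15). In Cow 5, bta-miR-223 was higher by 7.49 (0.38), bta-miR-146a by 4.16 (0.32) and bta-miR-146b by 3.78 (0.23). bta-miR-21-5p and bta-miR-93 were higher there by 0.68 (0.14) and 0.86 (0.21). Cow 6 had 13 higher and 7 lower miRNAs. Besides bta-miR-223 with 8.79 (0.68), bta-miR-146a with 3.75 (0.42) and bta-miR-146b with 3.53 (0.36), 4 members of the let-7 family rose in Cow 6, among them bta-let-7d by 1.10 (0.18) and bta-let-7i by 0.91 (0.25). Of the miR-29 family, which targets collagen genes, bta-miR-29a, bta-miR-29b and bta-miR-29c were lower in Cow 6, with differences of -0.96, -1.39 and -1.75. bta-miR-29d-3p had -1.31 and did not pass (adjusted P = 0.0592 from limma). Each comparison used 3 libraries against 3 in limma, and 3, 5 and 20 of 122 miRNAs had an adjusted P under the threshold in Cows 4, 5 and 6. The count of Cow 4 was 1, bta-miR-223, with the day as a replicate block or without its High SCC library of day 1 or of day 3 and 6 without its Low SCC library of day 1. After median centring Cow 5 had 3 higher and 9 lower miRNAs and Cow 6 had 12 and 14, and after quantile normalization Cow 6 had 10 and 15. The count of Cow 6 was 5 without its High SCC library of day 2, 9 without the Low SCC library of day 1 and 9 without that of day 3.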

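bta-miR-223 and bta-miR-146b were the 2 miRNAs past the threshold in all 3 cows. With the day as a replicate block bta-miR-146b and bta-let-7f did not pass in Cow 4 (adjusted P = 0.121 and 0.105 from limma), and only bta-miR-223 did. Cows 5 and 6 shared 5 of them, which were bta-miR-223, bta-miR-146a, bta-miR-146b, bta-miR-21-5p and bta-miR-93. In Cow 4, bta-miR-146a had a log2 difference of 1.26 (standard error 0.40, adjusted P = 0.117 from limma), so it did not pass there. bta-let-7f was past the threshold in Cow 4 and not in Cows 5 and 6, and 15 miRNAs were so in Cow 6 and not in the other cows. Whether such miRNAs differ between cows needs the test of the difference itself, an F test in limma on the High SCC minus Low SCC differences of the 9 milkings. Each cow gave 1 pair of glands, so this test and the fits of single cows measure differences against the spread between days only. In Cows 5 and 6 the libraries paired on day 3 may be of different milkings. In that test 5 miRNAs passed, bta-miR-1839, bta-miR-365-3p, bta-miR-146b, bta-miR-196a and bta-miR-146a, each with an adjusted P of 0.0255. bta-let-7f was not among them. Without the milking of Cow 6 on day 2, 0 passed and 25 had an unadjusted P under 0.05.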

Some miRNAs were equally altered in Cow 5 and 6 (Fig. 3i), with bta-miR-223-3p being the most altered in all the comparisons.

**Table 1:** List of differential miRNAs in milk EVs in High SCC and Low SCC from individual cows. FC: Fold change; FDR: False Discovery Rate

miRNA	Log2 FC	FDR	High SCC
Cow 4, High SCC vs. Low SCC			
bta-miR-223-3p	9.1	4.7E-02	↑
Cow 5, High SCC vs. Low SCC			
bta-miR-223-3p	8.1	5.5E-09	↑
bta-miR-142-5p	6.3	1.1E-05	↑
bta-miR-146b-5p	3.8	3.1E-09	↑
bta-miR-2284ab	2.3	3.7E-02	↑
bta-miR-2890	1.8	7.7E-03	↑
bta-miR-21-5p	0.8	4.1E-04	↑
bta-miR-93-5p	0.7	4.0E-02	↑
bta-miR-19b-3p	−2.4	2.1E-02	↓
Cow 6, High SCC vs. Low SCC			
bta-miR-223-3p	11.8	6.8E-03	↑
bta-miR-142-5p	10.3	7.4E-04	↑
bta-miR-2890	4.0	1.4E-03	↑
bta-miR-146b-5p	3.4	2.7E-04	↑
bta-miR-21-5p	1.3	1.7E-02	↑
bta-let-7i	1.3	4.1E-02	↑
bta-let-7d	1.3	1.7E-02	↑

### Milk EV alterations in subclinical mastitis after cow-bias correction

Milk EV in High SCC quarters showed different amounts for 18 miRNAs (FDR < 0.05, Table 2) compared to Low SCC quarters. 

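Between High SCC and Low SCC glands, 5 miRNAs were higher and 7 were lower in High SCC among the 122 tested. The increases were bta-miR-223, bta-miR-146a, bta-miR-146b, bta-miR-21-5p and bta-miR-93, of which the first 3 belong to the leukocyte list. That list was fixed before the deposited data were examined, but the paper already gives bta-miR-223 and bta-miR-146b as raised in these samples. bta-miR-21-5p rose from 56977 ± 6569 CPM (SD, n = 9 libraries of 3 cows) to 89562 ± 29757 CPM, a log2 difference of 0.58 (standard error 0.13, adjusted P = 0.00504 from limma), and was higher in 8 of 9 milkings. Its differences were 0.04 in Cow 4, 0.68 in Cow 5 and 1.02 in Cow 6, so there was hardly a rise in Cow 4. bta-miR-93 had a difference of 0.76 (0.24), with -0.17 in Cow 4, 0.86 in Cow 5 and 1.59 in Cow 6. The decreases were bta-miR-339a with -0.97 (0.21), bta-miR-339b with -0.90 (0.22), bta-miR-101 with -0.83 (0.23), bta-miR-141 with -0.81 (0.23), bta-miR-29c with -1.00 (0.31), bta-miR-29a with -0.48 (0.13) and bta-miR-27b with -0.34 (0.10). bta-miR-339a was lower in 9 of 9 milkings. Of 13 alternative settings, bta-miR-93 passed in 3, bta-miR-29c in 6 and bta-miR-27b in 7. bta-miR-101, bta-miR-141 and bta-miR-29a passed in 9 each, bta-miR-21-5p in 10, and bta-miR-339a and bta-miR-339b in 11 each. bta-miR-141, a miRNA of epithelial cells, was the only one of 8 on the epithelial list that passed, while its neighbour bta-miR-200c did not.
Of the leukocyte list, 3 of 8 measured members rose and 5 did not pass, and the list had an adjusted P of 0.000511 in camera and adjusted p = 0.0202 with an estimated correlation. The result of the list comes mainly from bta-miR-223, bta-miR-146a and bta-miR-146b. The other 5 members had a median difference of -0.01 and an unadjusted P of 0.569 in camera. They were set apart because they did not pass, so that P cannot test whether they are unchanged. Among them bta-miR-155 and bta-miR-342 had differences of 0.60 and 0.44, and the other members were slightly negative. Of the miR-29 list (bta-miR-29a, bta-miR-29b and bta-miR-29c), 2 of 3 members fell (3 of 3 adjusted over the list alone), with an adjusted P of 0.0230 and adjusted p = 0.402 with an estimated correlation. bta-miR-29d-3p was left off that list and is named after its values were seen: it had a difference of -0.68 and did not pass (adjusted P = 0.108 from limma). All 9 members of the let-7 list had positive differences, 0 passed (2 adjusted over the list alone), and the list had an adjusted P of 0.0230 and adjusted p = 0.402 with an estimated correlation. After quantile normalization 8 of those 9 were positive. All 3 lists hold miRNAs that the paper reports from these samples, so neither the counts over a list alone nor the camera tests are independent evidence.
The number of miRNAs past the threshold was 4 with the mean of the 3 days per gland as the sample, 6 with the gland as a random effect, 4 without Cow 5 and 5 without Cow 6. It was 25 (7 higher and 18 lower) after quantile normalization and 21 (4 higher and 17 lower) after centring on the median miRNA, which moved the median difference of all miRNAs from 0.04 to -0.09.

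**Figure D2:**
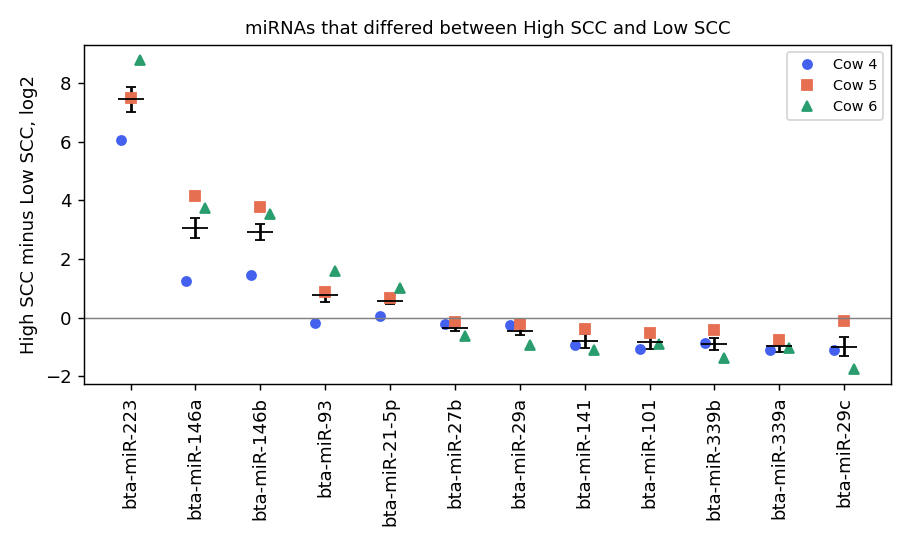
High SCC minus Low SCC difference in log2 CPM (vertical axis) of the 12 miRNAs past the threshold. Black lines give the fitted difference over 18 libraries with its standard error as the bar, and coloured points the mean difference of 3 milkings in Cows 4, 5 and 6; the 7 lower miRNAs lie below 0 in all 3 cows, and bta-miR-93 lies below 0 in Cow 4.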

Like before, the most upregulated miRNAs in High SCC were bta-miR-223-3p and bta-miR-142-5p, with 9.5 and 7.4 log2-fold change, respectively (Table 2). 

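bta-miR-223 (named bta-miR-223-3p in the text of the paper) was higher in High SCC in all 9 pairs of libraries matched by cow and day, with a log2 difference of 7.45 (standard error 0.44, adjusted P = 2.74e-12 from limma). bta-miR-146a and bta-miR-146b, known as brakes on NF-kB signalling, followed with 3.06 (0.35, adjusted P = 3.77e-07) and 2.92 (0.28, adjusted P = 3.35e-08), both also higher in 9 of 9 pairs. In Cows 5 and 6 the pair of day 3 holds the High SCC library coded 5 or 6, which may not be of that milking. bta-miR-146a had 1046 ± 573 CPM (SD, n = 9 libraries of 3 cows) in High SCC, 107 ± 49.8 CPM in Low SCC and 86.1 ± 17.7 CPM in Control. bta-miR-146b had 2027 ± 1011 CPM, 229 ± 70.9 CPM and 169 ± 54.5 CPM in the same order. The mature sequences of these 2 miRNAs are nearly identical, so short reads may be shared between them, and their values are uncertain to that extent. bta-miR-142-5p was not analysed here. The calls of bta-miR-223, bta-miR-146a and bta-miR-146b held in each of 13 alternative settings. The paper names bta-miR-223-3p among its most differentially expressed miRNAs, and cites studies that found it the most raised after a controlled S. aureus challenge. For that reason the paper proposes that future work on milk biomarkers turn to this miRNA.

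**Figure D3:**
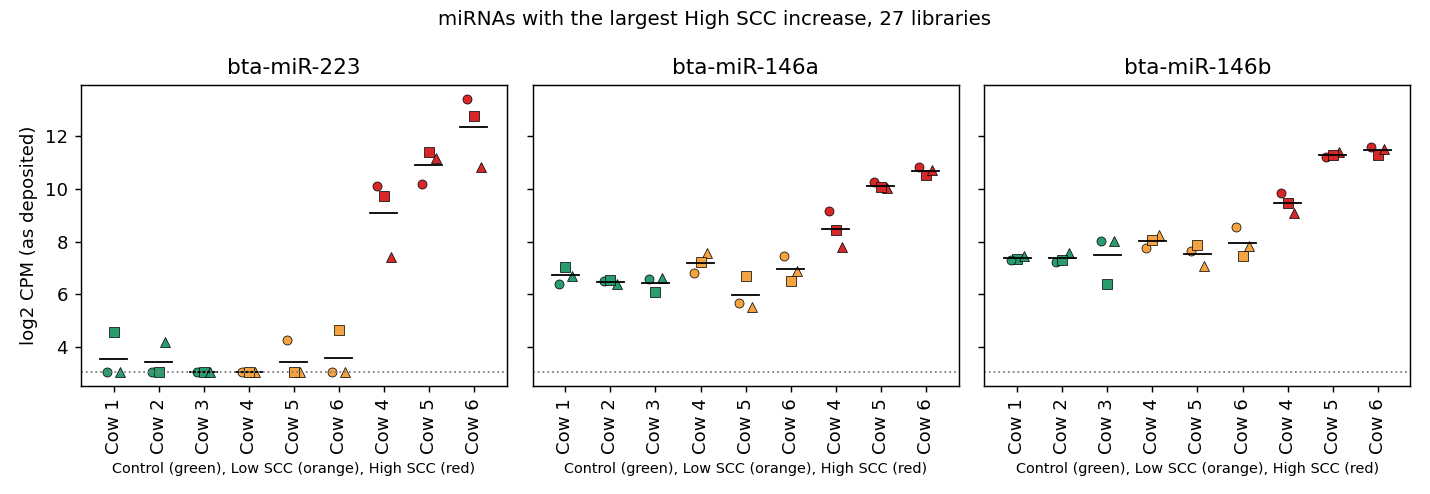
Deposited log2 CPM (vertical axis) of bta-miR-223, bta-miR-146a and bta-miR-146b in each of 27 libraries, by gland. Circles, squares and triangles mark days 1, 2 and 3, black lines the mean of the 3 days and the dotted line the value of 0 reads; all High SCC points of bta-miR-223 lie far above those of the healthy glands, and 7 of 9 Low SCC and 7 of 9 Control libraries are at 0 reads.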

The most downregulated miRNA in High SCC was bta-miR-19b-3p.

**Table 2:** List of differential miRNAs in milk EVs from High SCC versus  Low SCC quarters. FC: Fold change; FDR: False Discovery Rate

High SCC vs. Low SCC			
miRNA	Log2 FC	FDR	High SCC
bta-miR-223-3p	9.5	6.1E-11	↑
bta-miR-142-5p	7.4	3.4E-09	↑
bta-miR-146b-5p	2.9	3.1E-07	↑
bta-miR-2890	2.4	1.5E-04	↑
bta-miR-2284ab	1.4	3.3E-02	↑
bta-miR-22-3p	0.7	1.8E-02	↑
bta-miR-21-5p	0.7	7.0E-03	↑
bta-miR-27b-3p	−0.4	1.8E-02	↓
bta-miR-181a-5p	−0.4	3.3E-02	↓
bta-miR-10,174-3p	−0.4	1.2E-02	↓
bta-miR-29a-3p	−0.6	1.2E-02	↓
bta-miR-29b-3p	−0.8	4.3E-02	↓
bta-miR-2285bf	−0.9	2.8E-02	↓
bta-miR-141-3p	−1.0	2.8E-02	↓
bta-miR-339a-5p	−1.1	3.0E-03	↓
bta-miR-374b-5p	−1.1	2.4E-02	↓
bta-miR-29c-3p	−1.2	2.0E-02	↓
bta-miR-19b-3p	−1.5	3.3E-02	↓

### Subclinical mastitis alters miRNAs related to the inflammatory system

Based on miRTarbase, upregulated miRNAs in subclinical mastitis potentially target 80 genes, from which 48 were significantly targeted by two or more altered miRNAs (FDR < 0.05, Supplementary Table S7). The interactions between the different miRNAs and their target genes are shown in Fig. 4. The genes ATPase 13A3 (*ATP13A3*), BAG Cochaperone 2 (*BAG2*), Interleukin 6 (*IL6*), Peptidylprolyl Isomerase Domain And WD Repeat Containing 1 (*PPWD1*), RAS Related 2 (*RRAS2*), Sorting Nexin 24 (*SNX24*), Ubiquitin Specific Peptidase 48 (*USP48*) and Zinc finger E-box binding homeobox 1 (*ZEB1*) were targeted by two or more of the most commonly altered miRNAs bta-miR-223-3p, bta-miR-142, bta-miR-146b. DiANA-miRPath v3.0 based on TargetScan showed that there were 4 KEGG (Kyoto Encyclopedia of Genes and Genomes pathways [34, 35]) significantly altered, mainly involved in inflammatory reactions: NF-kappa B signalling pathway, Mucin type O-Glycan biosynthesis, Toll-like receptor signalling pathway and Cytokine-cytokine receptor interaction.

**Fig. 4:**
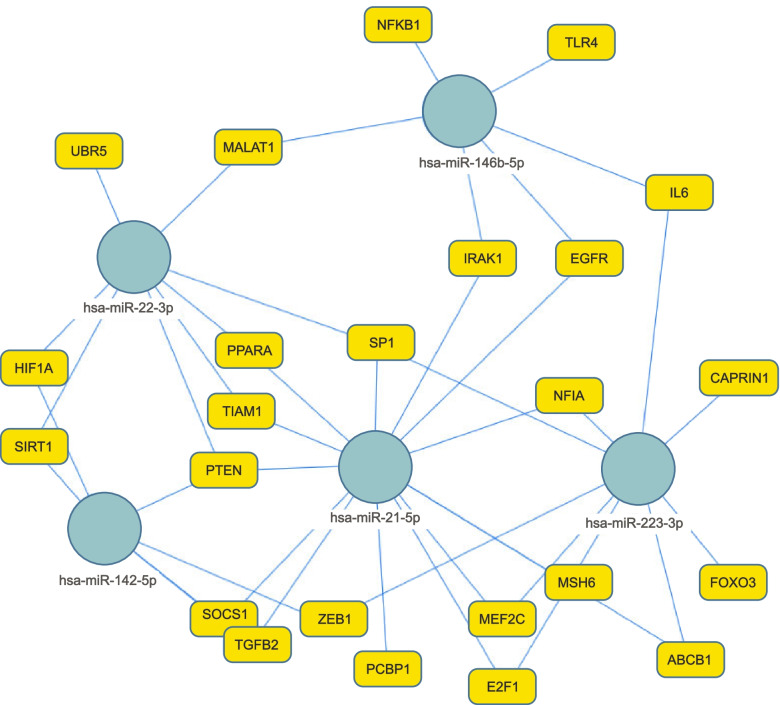
miRNA-target interaction network of upregulated miRNA in milk EVs in subclinical mastitis. Blue circles refer to miRNA, while yellow circles refer to their target genes

The downregulated miRNAs in subclinical mastitis potentially target 513 genes. From those, 205 genes were significantly targeted by three or more miRNAs. Specifically, the tumour suppressor phosphatase and tensin homolog (*PTEN*) gene was targeted by 6 downregulated miRNAs (Supplementary Table S8). Enrichment analysis of those genes showed that there were 691 KEGG pathways significantly altered (FDR < 0.05, Supplementary Table S8). Commonly altered pathways in miRTarbase and TargetScan were ECM-receptor interaction, amoebiasis, protein digestion and absorption, focal adhesion, gap junction, platelet activation, small cell lung cancer and PI3K-Akt signalling pathway.

## Discussion

The chronic subclinical mastitis is characterized by increased SCC and changes in milk composition for a prolonged time [36]. However, milk is a very dynamic fluid and its biologically active components, including miRNAs, change throughout the feeding period and day [28]. To evaluate the stability of milk EVs, we analysed their size, concentration and miRNA cargo during three consecutive days in health and subclinical mastitis. The time-course analysis showed that milk EVs mean size, mode size and miRNA profile were very stable between days, irrespective of the health status of the quarter. These result suggests that miRNAs packed in EVs are specific for the physiological state, and that sampling circumstances do not affect the overall results. In contrast, this was not the case for the EVs concentration. Most likely, the EVs extraction was not equally efficient for every sample, even if the isolation session did not affect the results. Nevertheless, despite the daily variability in EVs concentration, we observed a trend suggesting that EVs amounts in milk might be cow-dependent.

Several methods have been optimized to isolate EVs from raw or commercial milk [16, 19, 32, 37–42]. In our study, we decided to isolate EVs from skimmed milk by combining acid treatment, 0.22 μm filtering and ultracentrifugation [39]. Acid precipitation before ultracentrifugation allows purification of milk EV by removing casein micelles that have similar colloidal characteristics to EVs, and other milk whey proteins such as albumin, lactoferrin, and lactoglobulin [39, 40]. A later study also demonstrated that the use of acid generated purer EVs isolations than when only applying differential ultracentrifugation [43]. Despite the authors hypothesized that the proteins on the surface of EVs could be damaged, we could observe clear protein bands for known EVs surface markers in our EVs isolations, suggesting that the acid treatment was not affecting at least these proteins. Additionally, this protocol gave us better results on the protein profile and TEM than using only differential ultracentrifugation and EDTA for casein precipitation [32].

The thorough characterization of EVs was performed using TEM, TRPS and Western blot. The TEM showed that the use of one-step ultracentrifugation after 0.22 μm filtration generated a heterogeneous population of EVs (exosomes and microvesicles), non-EVs and protein aggregates. A density gradient separation and size exclusion chromatography (SEC) would have helped to eliminate low-density lipoproteins (LDL) and protein aggregates, respectively [40, 44]. However, it would have been difficult to separate high-density lipoproteins (HDL) and the addition of extra steps during isolation could have introduced more variability in the purified sample.

Recently, Herwijnen et al. [45] showed that milk EVs from different species have a similar miRNA profile, suggesting an evolutionary selection of miRNAs targeted to new-borns. In total, we identified 140 miRNAs, and we observed that all experimental groups including subclinical mastitis had the same top ten most abundant miRNAs, which were also included in the most common twenty milk EVs miRNAs listed in mammals. These results also agreed with milk EVs from commercial milk, specifically with the subset of EVs recovered after 12 K and 35 K ultracentrifugation [46]. Since before freezing, our milk samples were centrifuged at 3 K and 12 K to remove cells and cellular debris, we can assume that our EVs samples were not significantly contaminated with intracellular miRNAs.

Bovine milk whey contains indigenous RNases secreted by the mammary gland cells that can mediate an extracellular protective role [47, 48]. Milk miRNAs are unlikely to resist the high amount of RNases if not protected by protein complexes or vesicles [38]. It has been hypothesised that the majority of milk miRNAs are encapsulated within EVs to ensure their stability against the harsh environment in the digestive tract of the offspring [12, 38, 49]. We did not include an RNase treatment step because we observed that RNase treatment increased the amount of degraded RNA with similar fragment sizes as miRNAs. Moreover, it has been observed that specific miRNAs such as bta-miR-223-3p are affected by RNase digestion [38].

When we evaluated the EVs miRNAs in subclinical mastitis quarters, we observed clear differences between miRNA profiles depending on the cow-origin. This could mean that different cows reacted differently during chronic infection. On the other hand, we also saw that the more cells there were in the milk, the higher was the number of miRNA differences between healthy and infected quarters, which suggested that there might be a relation between the infection nature or progression and the miRNA content.

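The number of miRNAs that differed here between the High SCC and Low SCC gland was lowest in Cow 4 and highest in Cow 6. This is the same order as the somatic cell counts of these glands in Supplementary Table S1. The paper's own counts were 1 in Cow 4, 8 in Cow 5 and 7 in Cow 6, so they do not follow that order throughout. The counts moved with single libraries: Cow 6 had 5 without its High SCC library of day 2, Cow 4 had 6 without its Low SCC library of day 1, and Cow 5 had 4 to 6 with any 1 library left out. The 3 inflamed glands had mean bta-miR-21-5p levels of 54528 ± 9481 CPM (SD, n = 3 days) in Cow 4, 95286 ± 9457 CPM in Cow 5 and 118872 ± 13556 CPM in Cow 6. Their Low SCC glands had 53256 ± 9927, 59297 ± 5166 and 58378 ± 3946 CPM. bta-miR-365-3p fell by 3.23 on the log2 scale in Cow 6 (standard error 0.76, adjusted P = 0.0192 from limma), with 2 of 3 High SCC libraries at 0 reads, and had differences of -0.19 in Cow 4 and -0.11 in Cow 5. bta-miR-196a was higher in the High SCC gland of Cow 6 with a difference of 1.68, and had -0.58 in Cow 4 and -0.72 in Cow 5. A relation with the cell count was not tested, and only 3 cows had an inflamed gland.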

Despite the physical barriers, it is known that EVs can induce paracrine responses far from their origin [50]. To evaluate whether the inflammation of one quarter influences the EVs in milk from adjacent quarters, we compared healthy quarters from both inflamed and healthy udders. We saw that the overall differences between Low SCC and Control were minimal and that only bta-miR-2285bi was upregulated, and bta-miR-2285 t and bta-miR-2904 were slightly downregulated. Therefore, we concluded that healthy quarters within inflamed udders are good experimental controls in EV-research to avoid cow-bias. On the other hand, it has been reported that bta-miR-2285 t abundance changes during the different phases of lactation [51], and its downregulation has been linked to low milk productivity in beef cattle [52], but also to *S. aureus* infection [53]. Our results are in line with the assumption that infection in a single mammary gland quarter alters milk production in the adjacent quarters. Thus, further experiments should evaluate whether these changes in healthy adjacent quarters are common for chronic infections and present in earlier stages.

A dysregulation of expression levels of miRNAs can lead to chronic infections and inflammatory diseases [54]. In our study, a total of 18 miRNAs were found differentially expressed between inflamed and healthy quarters. The most differentially expressed miRNAs were bta-miR-223-3p, bta-miR-142-5p and bta-miR-146b-5p. Similar results were obtained 48 h after healthy quarters were challenged with a controlled amount of *S. aureus* [15, 16, 55, 56], with bta-miR-223-3p appearing as the most upregulated miRNA [15, 16]. For that reason, future research on milk biomarkers for health management should be devoted to this specific miRNA. MiR-223 has key roles in inflammation and infection, and it is deregulated in many different pathologies [57–60].

It has been shown that EVs from commercial milk contain detectable amounts of bta-miR-223, mostly in the 12 K and 35 K EV subsets [46]. This was not the case for our Low SCC and Control samples. This may be explained because commercial milk is composed of a pool of milk from different cows, on average displaying a higher SCC than in our Low SCC and Control cows. 

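Reads of bta-miR-223 were nearly absent from the healthy glands. The 9 Low SCC libraries held 5 reads in total, 4 in Cow 5 on day 1 and 1 in Cow 6 on day 2, and the 9 Control libraries held 3 reads, 2 in Cow 2 and 1 in Cow 1. Each group had 7 libraries at 0 reads. Pooled over the libraries of a group, this is 2.19 CPM in Low SCC (95% exact interval 0.710 to 5.11) and 1.41 CPM in Control (0.291 to 4.12), and the intervals cover counting error only. The intervals of the groups overlapped.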

Benmoussa et al. (2019) demonstrated that human cells can take up functional bta-miR-223 from commercial milk EVs which can participate in the gene regulatory system of the recipient cells [46]. It is known that thermic conditions of pasteurization are not sufficient to eliminate bioactive milk EV, and there is rising concern that continuous exposure to milk miRNAs may confer substantial risk for the development of chronic diseases, including obesity, type 2 diabetes mellitus, osteoporosis and some common cancers (reviewed by [61]). In this sense, new technologies to easily detect miRNAs in milk, like the one developed by Sánchez-Visedo et al., 2020 [13], might be advantageous to both health management and food testing.

We did not find a significant correlation between the amounts of cells in milk and the EVs concentration, suggesting that the majority of milk EVs might be released from MEC in the alveoli. In agreement, it has been shown that the majority of miRNAs contained in milk derives from MEC and that there might be a specific selection of secreted miRNAs [46]. We compared our set of altered miRNAs to previously published data on in vitro culture of bovine primary MEC [62] as well as bovine immune cells [63–65]. While bta-miR-223-3p, bta-miR-142-5p, bta-miR-339a-5p, bta-miR-2890 and bta-miR2284ab were reported in immune cells; other altered miRNAs, including bta-miR-181a-5p, bta-miR-19b-3p, bta-miR-27b-3p, bta-miR-374b-5p, bta-miR-21-5p, bta-miR-146b-5p, bta-miR-29a-3p, bta-miR-29b-3p and bta-miR-29c-3p could have been released by either MEC and/or immune cells.

The increase of immune cells in milk from inflamed quarters can also explain the higher amount of bta-miR-223-3p, and that the cow with higher SCC contains the higher amount of this miRNA. Indeed, mammary gland epithelial cells from the cell line MAC-T did not express higher amounts of bta-miR-223-3p after *S. aureus* challenge [66]. This finding is also in line with previous studies in which the upregulation of bta-miR-223-3p was observed in mammary gland tissue biopsies after *S. aureus* [53] and *Streptococcus Uberis* infections [55].

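All 9 High SCC libraries held reads of bta-miR-223, 5002 in total. Mean levels were 698 ± 480 CPM (SD, n = 3 days) in Cow 4, 2060 ± 815 CPM in Cow 5 and 6630 ± 4641 CPM in Cow 6, with 164 CPM in the lowest and 11106 CPM in the highest library. Against the Low SCC gland of the same cow, whose reads were summed over the 3 days, bta-miR-223 was at least 161-fold higher in Cow 4, taking 3 reads over the gland as the limit of 0 reads. The ratio was 412 in Cow 5 (95% exact interval 161 to 1513) and 4906 in Cow 6 (880 to 193839). Each rests on 1 Low SCC library, with 4 reads in Cow 5 on day 1 and 1 read in Cow 6 on day 2. Without that library the Low SCC gland held 0 reads, and only a lower limit could be given. These intervals cover counting error only and not the spread between days. A difference between cows in the High SCC effect on bta-miR-223 did not pass the F test in limma over the 9 milkings (adjusted P = 0.320).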

## Conclusions

In conclusion, chronic subclinical mastitis induced changes in milk EVs miRNA cargo, but neither in EVs size nor concentration. Thus, milk EVs miRNA profiling provides a powerful tool to get new insights into the molecular background of subclinical mastitis physiology. While the miRNA profile and particle size characteristics remained constant throughout consecutive days, the EVs concentration was dependent on the individual cow and was highly variable. Extracellular vesicle miRNA alterations in chronic subclinical mastitis correlated to early post-infection, suggesting that for example, bta-miR-223-3p might be a potential indicator of subclinical mastitis progression and chronicity.

## Methods

### Animals

The experiment was performed with the experimental dairy cow herd at AgroVet-Strickhof, Lindau, Switzerland. Selected dairy cows (*n* = 6) were in mid-lactation [DIM = 126.3 ± 16.76; mean ± SEM] and had between one and three parities. All cows were producing > 25 kg of milk/day (mean milk yield ± SEM = 32.15 ± 1.7 kg). Each experimental group consisted of two Holstein cows and one Swiss Brown cow.

### Milk collection and SCC measurement

After discarding the first 5 ml, 50 ml of milk were manually collected during ten consecutive days from all individual quarters before the morning and the afternoon milking routine. Immediately, the somatic cell count (SCC) was determined using the DCC DeLaval machine (DeLaval). From selected samples, the milk cells diameter was determined with the Scepter™ 2.0 Cell Counter and the 40 μm aperture sensor (Merck). Before freezing, the milk fat and cell debris were removed after two centrifugation rounds at 3′000 *g* for 15 min at 4 °C and 12′000 *g* for 20 min at 4 °C. The skimmed milk was stored at − 20 °C until further use.

### Extracellular vesicles isolation

For each quarter (High SCC, Low SCC and Control), three skim milk samples from three consecutive days (24 h difference between milking) were selected for EVs isolation. Extracellular vesicles were isolated by combining acid treatment, 0.22 μm filtering and ultracentrifugation as previously described [39] (Fig. 1C). Briefly, 25 mL of skim milk were heated at 37 °C for 10 min. Then, to precipitate the casein micelles and other proteins, 1% of acetic acid (Sigma) was added and samples were centrifuged at 10′000 *g* for 10 min at 4 °C. The supernatant was filtered through 0.22 μm filter and samples were ultracentrifuged at 210′000 *g* for 70 min at 4 °C (Optimax 90XE, Beckman Coulter). The pellet was washed with PBS and ultracentrifuged again at 210′000 *g* for 70 min at 4 °C. Finally, the pellet was resuspended with 500 μl of PBS and centrifuged at 10′000 *g* for 5 min at 4 °C. The supernatant containing the EVs was carefully collected, divided into aliquots for further analysis and stored at − 80 °C until use.

### Extracellular vesicles characterization

#### Transmission electron microscopy (TEM)

Extracellular vesicles visualization was performed by the Scientific Center for Optical and Electron Microscopy (ScopEM) service of ETH Zurich. Briefly, three microliters of the vortexed dispersion were placed on glow discharged carbon-coated grids (Quantifoil, D) for 1 min. Negative contrast staining was done in 2% sodium phosphotungstate pH 7.2 for 1 s, followed by a second step for 15 s. Excess moisture was drained with filter paper and the imaging of the air-dried grids was done in a TEM Morgagni 268 (Thermo Fisher) operated at 100 kV. For each experimental groups, two replicates were analysed.

#### Protein extraction and Western blotting

Extracellular vesicle lysis and protein extraction was performed using Radioimmunoprecipitation assay buffer (RIPA buffer, Thermo Scientific) combined with 100X anti-protease cocktail (Thermo Fisher). Then, EV protein content was measured using the BCA high range assay kit (Thermo Fischer) and the Nanodrop 2000 (Thermo Fisher).

Western blots were performed by mixing 10 μg of protein with 5 μL Laemmli Buffer (Bio-Rad). When reductant conditions were necessary, 10% β-Mercaptoethanol was also added before 10 min incubation at 95 °C. Samples were loaded onto a 4-20% Mini-Protein TGX Stain-free Precast gel (Bio-Rad). Before transfer, stain-free gels were UV-activated using the ChemiDoc™ MP (Bio-Rad), and a picture from the loaded protein in the gel was taken for later normalization. Then, proteins were transferred onto a 0.2 μm PVDF trans-blot turbo transfer pack (Bio-Rad) using the Turbotransfer (Bio-Rad) and 1.3A, 25 V and 7 min as transfer conditions. Immediately, the membrane was blocked with TBST (Bio-Rad, 0.05% Tween 20) with 5% skim milk powder at room temperature for 1 h. Afterwards, the membrane was incubated overnight with the primary antibodies. The antibodies used were rabbit anti-TSG101 (Thermo Fisher, PA531260, 1:1′000), rabbit anti-Calnexin (Abcam, ab75801, 1:2′000), mouse anti-CD81 (Santa Cruz, sc166029, 1:300) and rabbit anti-MFGE8 (Sigma, HPA002807, 1:500). For CD81 and CD9 non-reductant conditions were used for the protein electrophoresis. Next day, the membrane was washed and incubated with the secondary antibodies goat anti-rabbit IgG-HRF (Santa Cruz Biotechnology, sc2004, 1:10′000) and goat anti-mouse IgM-HRF (Santa Cruz Biotechnology, sc2005 1:10′000). To visualise the latter, Precision Protein Strep Tactin-HRP was added as well (1:10′000, Bio-Rad). Finally, ClarityTM ECL substrate (Bio-Rad) was loaded onto the membrane and bands were visualized with ChemiDocTM MP. Mammary gland tissue (MG) and milk fat (MF) were used as a positive control for Calnexin and MFGE8, respectively.

#### Tunable resistive pulse sensing (TRPS)

Particle concentration and size distribution were measured using the qNano Gold system (Izon Science) and an NP150 Nanopore (Izon Science). Extracellular vesicles samples were diluted 1:100 in filtered PBS and CPC100 beads (Izon Science) were used as the calibration standard. Particles were measured using 46.0 mm stretch with a voltage of 0.6-1.4 V and a pressure between 4.46 and 7.33 mbar. The number of particles analysed per sample was at least 1000. The blockade magnitude of the calibration particles was above 0.2 nA and a new Nanopore was used in every different measurement day. Data were processed with Izon Control Suite software version 3.3 (Izon Science).

### Statistical analysis

Differences in particle concentration, diameter, and size distribution were determined by non-parametric Kruskal-Wallis test and Dunn’s multiple comparisons tests using GraphPad Prism version 8.2. Differences were considered significant when *P* < 0.05. Unless stated, all numbers are given as mean ± standard deviation (SD).

### Small RNA library preparation

A pool of EVs from several milk samples was generated to select the best method for small RNA extraction. Three different methods including RNeasy Micro kit (Qiagen), miRNeasy Micro Kit (Qiagen) and QIAzol (Qiagen) were tested with 200 μL of pooled milk EV and according to the manufacturer’s protocols. All methods were performed either with or without RNase A treatment (Qiagen, final concentration 0.5 μg/μL), consisting of 2 min incubation at room temperature before the addition of Lysis buffer or QIAzol. The presence of small RNA was confirmed and evaluated using Agilent Pico Kit and Agilent Small RNA kit (Agilent Technologies). We observed that RNA degradation of longer fragments (such as ribosomal RNA) after RNase treatment generated increased amounts of short RNA fragments (see results). The miRNeasy Micro Kit protocol without RNase treatment was thus selected for the EV samples included in this study. After small RNA extraction, RNA quantity was determined with Quantus™ Fluorometer and the QuantiFluor® RNA System kit (Promega). For each sample, 8.5 ng of RNA was used to generate the small RNA-seq libraries. Libraries were prepared using the NEXTflex™ Small RNA-Seq Kit v3 (Bioo Scientific) and were sequenced as one pool of 27 barcode-tagged samples on an Illumina HiSeq 2500 (126 bp single-end reads) on two lanes. Sequencing of the small RNA libraries was conducted at the Functional Genomic Center Zurich (FGCZ), and the resulting FastQ files were uploaded to our local Galaxy server installation [67].

### Small RNA-seq data analysis

Data analysis was performed on a local Galaxy system using an in-house developed pipeline with minor modifications [68, 69]. First, reads were trimmed using Trim Galore (Version 0.4.3 by Felix Krueger). With this tool, we removed the 3′ adapter sequence (TGGAATTCTCGGGTGCCAAGG) together with low-quality end reads (Quality score threshold = 30) and short reads (< 25 nucleotides). Then, Fastq files were quality checked with FastQC (Version 0.11.2) to control that the processing was done correctly. PCR duplicates were detected due to the four random nucleotides introduced with the adapters on each side of the RNA fragment and then removed using the tool “Collapse” (FASTX-toolkit by Assaf Gordon). Like that, we generated a count table for all obtained unique sequences and corrected for PCR duplicates. To remove sequences with negligible counts, sequencing errors and sequences with very low evidence for potential expression, the count table was filtered using the counts per million (CPM) filter. Using an in-house tool, the mean library size was calculated, and the CPM cut-off was applied at 6.66, corresponding to an average of > 10 reads per sample for at least 8 out of 27 libraries. Sequences were annotated using BLAST (Basic Local Alignment Search Tool) and “blastn-short” (Version 2.2.31), a tool optimized for sequences shorter than 50 bases. Alignments were performed against the miRBase database (Version 22.1, [70]) for mature miRNAs in *Bos taurus*. Only alignments without any mismatch to the canonical form in miRbase were included in further analysis. Finally, all isomiRs were grouped using the in-house tool “Group on data”, that summed the read counts of every miRNA with the same name. Differential expression analysis was performed using the Bioconductor package EdgeR [71]. Normalization of the read count data was done using TMM normalization [72] and GLM robust (estimateGLMRobustDisp) [73] included in EdgeR. The following comparisons were run: (a) Low SCC vs. Control; and (b) High SCC vs. Low SCC, including cow origin as a batch effect. Significant differences were considered when the adjusted P (false discovery rate, FDR) was < 5%. To evaluate whether miRNAs changed through the different sampling days a specific software for time-course analysis, ImpulseDE2 [74], was used including cow origin as a batch effect.

### Functional enrichment analysis

To understand the role of highly altered miRNAs during chronic subclinical mastitis, gene target, network and functional enrichment analysis were performed using MIENTURNET (MicroRNA ENrichment TURned NETwork) based on miRTarBase with human orthologues [75]. For the miRNA-target enrichment and network analysis, default parameters were applied, and results were considered as significant when FDR was < 0.05. Results were broadened with DiANA-miRPath v3.0 [76] and TargetScan Database [77] using FDR correction and conservative stats.

## Supplementary Information

**Additional file 1: Supplementary Figure S1-S5.**

**Additional file 2: Supplementary Table S1.** Somatic Cell Count in milk during the animal trial.

**Additional file 3: Supplementary Table S2.** Mean size, mode size, concentration of particles and RNA concentration in each EV sample.

**Additional file 4: Supplementary Table S3.** Sequencing output smallRNA-seq.

**Additional file 5: Supplementary Table S4.** All miRNAs found in milk EV samples.

**Additional file 6: Supplementary Table S5.** Top-ten most abundant miRNA in Control, Low SCC and High SCC samples.

**Additional file 7: Supplementary Table S6.** List of differential miRNAs between Control quarters of different cows.

**Additional file 8: Supplementary Table S7.** miRNA-target enrichment and network analysis of upregulated miRNAs.

**Additional file 9: Supplementary Table S8.** miRNA-target enrichment and network analysis of downregulated miRNAs.

## Data Availability

Small RNA-seq data have been deposited in the Gene Expression Omnibus database (GEO) under accession code GSE149856. All relevant data of our experiments have been submitted to the EV-TRACK knowledgebase (EV-TRACK ID: EV200027).

## References

[1] Wellnitz O, Bruckmaier RM (2012). The innate immune response of the bovine mammary gland to bacterial infection. Vet J.

[2] Duarte CM, Freitas PP, Bexiga R (2015). Technological advances in bovine mastitis diagnosis: an overview. J Vet Diagn Investig.

[3] Pumipuntu N, Kulpeanprasit S, Santajit S, Tunyong W, Kong-Ngoen T, Hinthong W, Indrawattana N. Screening method for Staphylococcus aureus identification in subclinical bovine mastitis from dairy farms. Vet World. 2017;10(7):721–6. 10.14202/vetworld.2017.721-726. 10.14202/vetworld.2017.721-726PMC555313628831211

[4] Ryman VE, Packiriswamy N, Sordillo LM. Role of endothelial cells in bovine mammary gland health and disease. Anim Health Res Rev. 2015;16(2):135–49. 10.1017/S1466252315000158.10.1017/S146625231500015826303748

[5] Wall SK, Wellnitz O, Bruckmaier RM, Schwarz D (2018). Differential somatic cell count in milk before, during, and after lipopolysaccharide- and lipoteichoic-acid-induced mastitis in dairy cows. J Dairy Sci.

[6] Gonçalves JL, Cue RI, Botaro BG, Horst JA, Valloto AA, Santos MV (2018). Milk losses associated with somatic cell counts by parity and stage of lactation. J Dairy Sci.

[7] Schepers AJ, Lam TJGM, Schukken YH, Wilmink JBM, Hanekamp WJA (1997). Estimation of variance components for somatic cell counts to determine thresholds for uninfected quarters. J Dairy Sci.

[8] Moore RE, Kirwan J, Doherty MK, Whitfield PD (2007). Biomarker discovery in animal health and disease: the application of post-genomic technologies. Biomark Insights.

[9] Kim VN (2005). MicroRNA biogenesis: coordinated cropping and dicing. Nat Rev Mol Cell Biol.

[10] Dong H, Gao Q, Peng X, Sun Y, Han T, Zhao B (2017). Circulating MicroRNAs as potential biomarkers for veterinary infectious diseases. Front Vet Sci.

[11] Tian F, Zhang S, Liu C, Han Z, Liu Y, Deng J (2021). Protein analysis of extracellular vesicles to monitor and predict therapeutic response in metastatic breast cancer. Nat Commun.

[12] Benmoussa A, Provost P (2019). Milk MicroRNAs in health and disease. Compr Rev Food Sci Food Saf.

[13] Sánchez-Visedo A, Gallego B, Royo LJ, Soldado A, Valledor M, Ferrero FJ, Campo JC, Costa-Fernández JM, Fernández-Argüelles MT. Visual detection of microRNA146a by using RNA-functionalized gold nanoparticles. Mikrochim Acta. 2020;187(3):192. 10.1007/s00604-020-4148-4. 10.1007/s00604-020-4148-432124045

[14] Alexander M, Hu R, Runtsch MC, Kagele DA, Mosbruger TL, Tolmachova T (2015). Exosome-delivered microRNAs modulate the inflammatory response to endotoxin. Nat Commun.

[15] Cai M, He H, Jia X, Chen S, Wang J, Shi Y, Liu B, Xiao W, Lai S. Genome-wide microRNA profiling of bovine milk-derived exosomes infected with Staphylococcus aureus. Cell Stress Chaperones. 2018;23(4):663-672. 10.1007/s12192-018-0876-3. 10.1007/s12192-018-0876-3PMC604554729383581

[16] Sun J, Aswath K, Schroeder SG, Lippolis JD, Reinhardt TA, Sonstegard TS. MicroRNA expression profiles of bovine milk exosomes in response to Staphylococcus aureus infection. BMC Genomics. 2015:1–10. 10.1186/s12864-015-2044-9.10.1186/s12864-015-2044-9PMC460908526475455

[17] Reinhardt TA, Sacco RE, Nonnecke BJ, Lippolis JD (2013). Bovine milk proteome: quantitative changes in normal milk exosomes, milk fat globule membranes and whey proteomes resulting from Staphylococcus aureus mastitis. J Proteome.

[18] Ma S, Tong C, Ibeagha-Awemu EM, Zhao X (2019). Identification and characterization of differentially expressed exosomal microRNAs in bovine milk infected with Staphylococcus aureus. BMC Genomics.

[19] Ma S, Niu M, Hao Z, Liu M, Tong C, Zhao X (2021). Selective packaged circular RNAs in milk extracellular vesicles during Staphylococcus aureus infection may have potential against bacterial infection. RNA Biol.

[20] Nickerson, S.C. and Akers, R.M. 2011. Mammary gland, Encyclopedia of dairy sciences. 2nd edition. 3: 328-337. 10.1016/B978-0-12-374407-4.00290-9.

[21] Postle DS, Roguinsky M, Poutrel B (1978). Induced staphylococcal infections in the bovine mammary gland. Am J Vet Res.

[22] Wellnitz O, Arnold ET, Bruckmaier RM (2011). Lipopolysaccharide and lipoteichoic acid induce different immune responses in the bovine mammary gland. J Dairy Sci.

[23] Paixão MG, Abreu LR, Richert R, Ruegg PL (2017). Milk composition and health status from mammary gland quarters adjacent to glands affected with naturally occurring clinical mastitis. J Dairy Sci.

[24] Quist MA, LeBlanc SJ, Hand KJ, Lazenby D, Miglior F, Kelton DF (2008). Milking-to-milking variability for milk yield, fat and protein percentage, and somatic cell count. J Dairy Sci.

[25] Dohoo IR, Meek AH (1982). Somatic cell counts in bovine milk. Can Vet J.

[26] Sears PM, Smith BS, English PB, Herer PS, Gonzalez RN (1990). Shedding pattern of Staphylococcus aureus from bovine Intramammary infections. J Dairy Sci.

[27] Maningat PD, Sen P, Rijnkels M, Sunehag AL, Hadsell DL, Bray M (2009). Gene expression in the human mammary epithelium during lactation: the milk fat globule transcriptome. Physiol Genomics.

[28] Floris I, Billard H, Boquien CY, Joram-Gauvard E, Simon L, Legrand A (2015). MiRNA analysis by quantitative PCR in preterm human breast milk reveals daily fluctuations of hsa-miR-16-5p. PLoS One.

[29] Sedykh SE, Burkova EE, Purvinsh L, Klemeshova DA, Ryabchikova EI, Nevinsky GA. Milk Exosomes: isolation, biochemistry, morphology, and perspectives of use: IntechOpen; 2019. p. 28. Available from: https://www.intechopen.com/books/advanced-biometric-technologies/liveness-detection-in-biometrics

[30] Wellnitz O, Doherr MG, Woloszyn M, Bruckmaier RM (2009). Prediction of total quarter milk somatic cell counts based on foremilk sampling. J Dairy Res.

[31] Ruban GI, Kosmacheva SM, Goncharova NV, Van BD, Loiko VA (2007). Investigation of morphometric parameters for granulocytes and lymphocytes as applied to a solution of direct and inverse light-scattering problems. J Biomed Opt.

[32] Vaswani K, Koh YQ, Almughlliq FB, Peiris HN, Mitchell MD (2017). A method for the isolation and enrichment of purified bovine milk exosomes. Reprod Biol.

[33] Théry C, Witwer KW, Aikawa E, Alcaraz MJ, Anderson JD, Andriantsitohaina R, et al. Minimal information for studies of extracellular vesicles 2018 (MISEV2018): a position statement of the International Society for Extracellular Vesicles and update of the MISEV2014 guidelines. J Extracell Vesicles. 2018;7(1):1535750. 10.1080/20013078.2018.1535750. 10.1080/20013078.2018.1535750PMC632235230637094

[34] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M (2021). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res.

[35] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[36] Kirsanova E, Heringstad B, Lewandowska-Sabat A, Olsaker I (2019). Alternative subclinical mastitis traits for genetic evaluation in dairy cattle. J Dairy Sci.

[37] Blans K, Hansen MS, Sørensen L V., Hvam ML, Howard K a., Möller A, et al. Pellet-free isolation of human and bovine milk extracellular vesicles by size-exclusion chromatography. J Extracell Vesicles 2017;6(1). 10.1080/20013078.2017.1294340.10.1080/20013078.2017.1294340PMC537368028386391

[38] Benmoussa A, Ly S, Shan ST, Laugier J, Boilard E, Gilbert C, et al. A subset of extracellular vesicles carries the bulk of microRNAs in commercial dairy cow’s milk. J Extracell Vesicles. 2017;6(1). 10.1080/20013078.2017.1401897.10.1080/20013078.2017.1401897PMC599497429904572

[39] Somiya M, Yoshioka Y, Ochiya T. Biocompatibility of highly purified bovine milk-derived extracellular vesicles. J Extracell Vesicles. 2018;7(1). 10.1080/20013078.2018.1440132.10.1080/20013078.2018.1440132PMC582763729511463

[40] Morozumi M, Izumi H, Shimizu T, Takeda Y (2021). Comparison of isolation methods using commercially available kits for obtaining extracellular vesicles from cow milk. J Dairy Sci.

[41] Mukhopadhya A, Santoro J, Moran B, Useckaite Z, O'Driscoll L. Optimisation and comparison of orthogonal methods for separation and characterisation of extracellular vesicles to investigate how representative infant milk formula is of milk. Food Chem. 2021;353:129309. 10.1016/j.foodchem.2021.129309.10.1016/j.foodchem.2021.12930933725545

[42] Wijenayake S, Eisha S, Tawhidi Z, Pitino MA, Steele MA, Fleming AS (2021). Comparison of methods for pre-processing, exosome isolation, and RNA extraction in unpasteurized bovine and human milk. PLoS One.

[43] Rahman MM, Shimizu K, Yamauchi M, Takase H, Ugawa S, Okada A (2019). Acidification effects on isolation of extracellular vesicles from bovine milk. PLoS One.

[44] Brennan K, Martin K, FitzGerald SP, O’Sullivan J, Wu Y, Blanco A (2020). A comparison of methods for the isolation and separation of extracellular vesicles from protein and lipid particles in human serum. Sci Rep.

[45] van Herwijnen MJC, Driedonks TAP, Snoek BL, Kroon AMT, Kleinjan M, Jorritsma R (2018). Abundantly present miRNAs in Milk-derived extracellular vesicles are conserved between mammals. Front Nutr.

[46] Benmoussa A, Laugier J, Beauparlant CJ, Lambert M, Droit A, Provost P. Complexity of the microRNA transcriptome of cow milk and milk-derived extracellular vesicles isolated via differential ultracentrifugation. J Dairy Sci. 2019. 10.3168/jds.2019-16880.10.3168/jds.2019-1688031677838

[47] Ibuki F, Mori T, Matsushita S, Hata T (1965). Ribonuclease in bovine milk. Agric Biol Chem.

[48] Lu L, Li J, Moussaoui M, Boix E. Immune Modulation by Human Secreted RNases at the Extracellular Space. Front Immunol. 2018;9:1012. 10.3389/fimmu.2018.01012.10.3389/fimmu.2018.01012PMC596414129867984

[49] Jiang X, You L, Zhang Z, Cui X, Zhong H, Sun X (2021). Biological properties of Milk-derived extracellular vesicles and their physiological functions in infant. Front Cell Dev Biol.

[50] Eaton SA, Jayasooriah N, Buckland ME, Martin DI, Cropley JE, Suter CM (2015). Roll over Weismann: extracellular vesicles in the transgenerational transmission of environmental effects. Epigenomics..

[51] Do DN, Li R, Dudemaine PL, Ibeagha-Awemu EM. MicroRNA roles in signalling during lactation: an insight from differential expression, time course and pathway analyses of deep sequence data. Sci Rep. 2017, 7(October 2016):1–19. 10.1038/srep44605.10.1038/srep44605PMC535795928317898

[52] Wicik Z, Gajewska M, Majewska A, Walkiewicz D, Osińska E, Motyl T (2016). Characterization of microRNA profile in mammary tissue of dairy and beef breed heifers. J Anim Breed Genet.

[53] Luoreng ZM, Wang XP, Mei CG, Sen ZL (2018). Comparison of microRNA profiles between bovine mammary glands infected with Staphylococcus aureus and Escherichia coli. Int J Biol Sci.

[54] Rebane A, Akdis CA (2013). MicroRNAs: essential players in the regulation of inflammation. J Allergy Clin Immunol.

[55] Naeem A, Zhong K, Moisá SJ, Drackley JK, Moyes KM, Loor JJ (2012). Bioinformatics analysis of microRNA and putative target genes in bovine mammary tissue infected with streptococcus uberis. J Dairy Sci.

[56] Wang XP, Luoreng ZM, Sen ZL, Raza SHA, Li F, Li N (2016). Expression patterns of miR-146a and miR-146b in mastitis infected dairy cattle. Mol Cell Probes.

[57] Haneklaus M, Gerlic M, O’Neill LAJ, Masters SL (2013). MiR-223: infection, inflammation and cancer. J Intern Med.

[58] Jiao P, Wang X-P, Luoreng Z-M, Yang J, Jia L, Ma Y (2021). miR-223: an effective regulator of immune cell differentiation and inflammation. Int J Biol Sci.

[59] Ye D, Zhang T, Lou G, Liu Y. Role of miR-223 in the pathophysiology of liver diseases. Exp Mol Med. 2018;50(9). 10.1038/s12276-018-0153-7.10.1038/s12276-018-0153-7PMC615821030258086

[60] Han S, Li X, Liu J, Zou Z, Luo L, Wu R (2020). Bta-miR-223 targeting CBLB contributes to resistance to Staphylococcus aureus mastitis through the PI3K/AKT/NF-κB pathway. Front Vet Sci.

[61] Melnik BC, Schmitz G (2019). Exosomes of pasteurized milk: potential pathogens of Western diseases 06 biological sciences 0601 biochemistry and cell biology. J Transl Med.

[62] Shen B, Zhang L, Lian C, Lu C, Zhang Y, Pan Q, Yang R, Zhao Z. Deep Sequencing and Screening of Differentially Expressed MicroRNAs Related to Milk Fat Metabolism in Bovine Primary Mammary Epithelial Cells. Int J Mol Sci. 2016;17(2):200. 10.3390/ijms17020200.10.3390/ijms17020200PMC478393426901190

[63] Lawless N, Reinhardt TA, Bryan K, Baker M, Pesch B, Zimmerman D (2014). Microrna regulation of bovine monocyte inflammatory and metabolic networks in an in vivo infection model. G3 genes. Genomes, Genet.

[64] Lewandowska-Sabat AM, Hansen SF, Solberg TR, Østerås O, Heringstad B, Boysen P (2018). MicroRNA expression profiles of bovine monocyte-derived macrophages infected in vitro with two strains of Streptococcus agalactiae. BMC Genomics.

[65] Schanzenbach CI, Kirchner B, Ulbrich SE, Pfaffl MW (2017). Can milk cell or skim milk miRNAs be used as biomarkers for early pregnancy detection in cattle?. PLoS One.

[66] Jin W, Ibeagha-Awemu EM, Liang G, Beaudoin F, Zhao X, Guan L (2014). Transcriptome microRNA profiling of bovine mammary epithelial cells challenged with Escherichia coli or Staphylococcus aureus bacteria reveals pathogen directed microRNA expression profiles. BMC Genomics.

[67] Blankenberg D, Von Kuster G, Coraor N, Ananda G, Lazarus R, Mangan M, Nekrutenko A, Taylor J. Galaxy: a web-based genome analysis tool for experimentalists. Curr Protoc Mol Biol. 2010;Chapter 19:Unit 19.10.1-21. 10.1002/0471142727.mb1910s89. 10.1002/0471142727.mb1910s89PMC426410720069535

[68] Bick JT, Flöter VL, Robinson MD, Bauersachs S, Ulbrich SE (2018). Small RNA-seq analysis of single porcine blastocysts revealed that maternal estradiol-17beta exposure does not affect miRNA isoform (isomiR) expression. BMC Genomics.

[69] Almiñana C, Tsikis G, Labas V, Uzbekov R, da Silveira JC, Bauersachs S (2018). Deciphering the oviductal extracellular vesicles content across the estrous cycle: implications for the gametes-oviduct interactions and the environment of the potential embryo. BMC Genomics.

[70] Kozomara A, Birgaoanu M, Griffiths-Jones S (2019). MiRBase: from microRNA sequences to function. Nucleic Acids Res.

[71] Robinson MD, McCarthy DJ, Smyth GK (2009). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics..

[72] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data.

[73] Zhou X, Lindsay H, Robinson MD. Robustly detecting differential expression in RNA sequencing data using observation weights. Nucleic Acids Res. 2014;42(11):e91. 10.1093/nar/gku310.10.1093/nar/gku310PMC406675024753412

[74] Fischer DS, Theis FJ, Yosef N (2018). Impulse model-based differential expression analysis of time course sequencing data. Nucleic Acids Res.

[75] Licursi V, Conte F, Fiscon G, Paci P (2019). MIENTURNET: an interactive web tool for microRNA-target enrichment and network-based analysis. BMC Bioinformatics.

[76] Vlachos IS, Zagganas K, Paraskevopoulou MD, Georgakilas G, Karagkouni D, Vergoulis T (2015). DIANA-miRPath v3.0: deciphering microRNA function with experimental support. Nucleic Acids Res.

[77] Agarwal V, Bell GW, Nam JW, Bartel DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife..

# Supplementary material for: Determining extracellular vesicles properties and miRNA cargo variability in bovine milk from healthy cows and cows undergoing subclinical mastitis
**Source:** BMC Genomics. 2022 Mar 7;23:189. doi: 10.1186/s12864-022-08377-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure S1-S5.

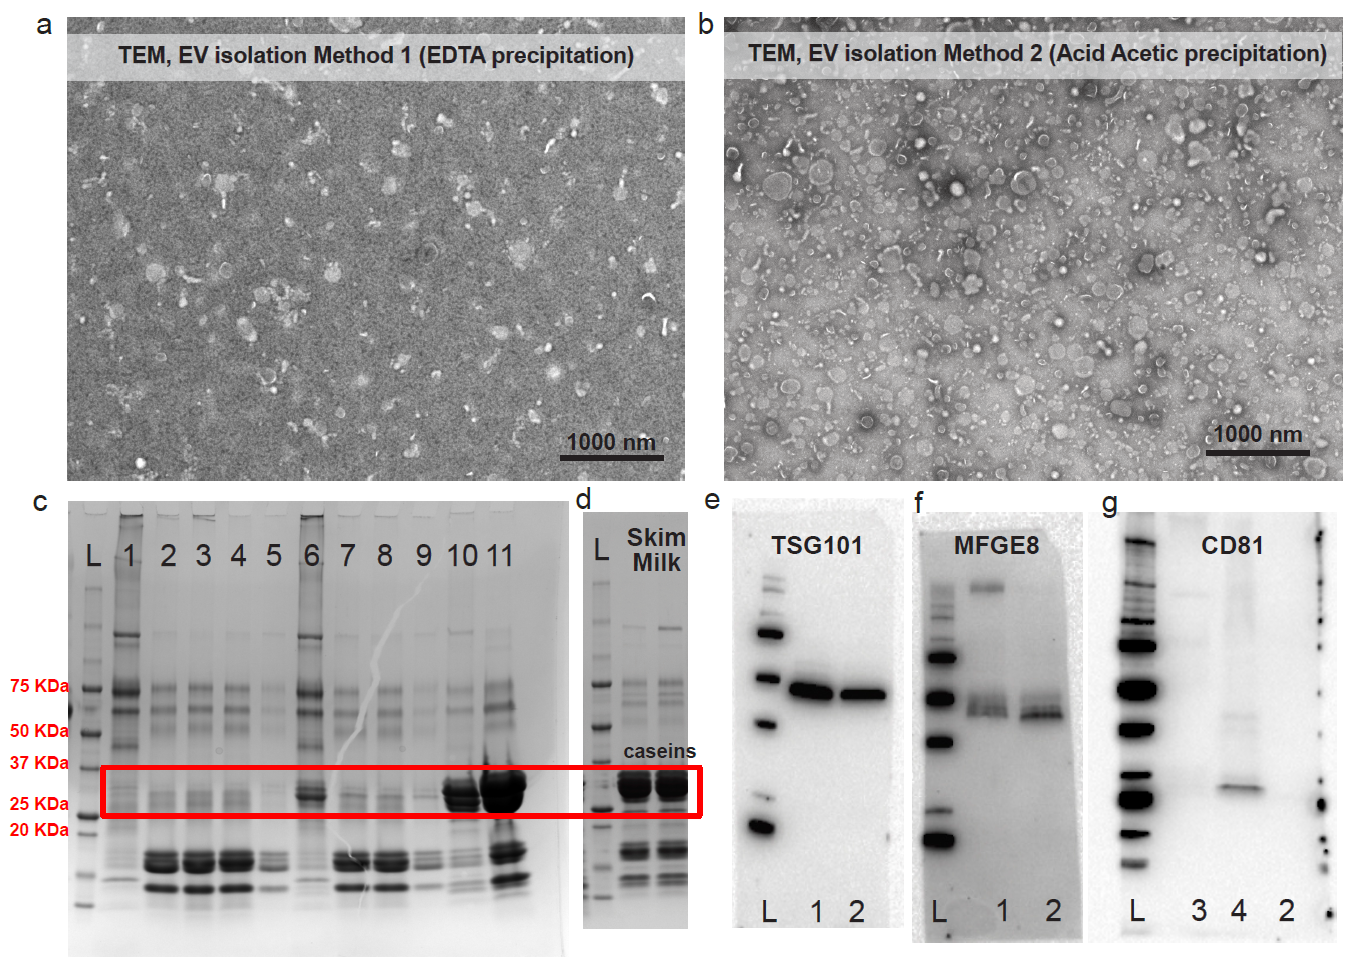

**Supplementary Figure S1.** Transmission electron microscopy (TEM) from EVs pellets obtained after a) Method 1 (EDTA 0.25M precipitation followed by differential ultracentrifugation 12’000g, 35’000g, 70’000g, 100’000g); b) Method 2 (Acid acetic 1% precipitation following 210’000g ultracentrifugation). c) SDS-PAGE protein profile of different samples stained with Blue Coomassie. L: ladder. 1: EVs pellet after Method 2 of isolation (described in detail in the Material and Methods section); 2: Supernatant from sample 1 after acid precipitation before 0.22 µm filtering. 3: Supernatant from sample 1 after 0.22 µm filtering; 4: Supernatant from sample 1 after the first round of 210’000g ultracentrifugation; 5: Supernatant from sample 1 after second round 210’000g ultracentrifugation; 6: EVs pellet after Method 2 of isolation with minor modification. The milk samples were stored in the freezer without 12’000g centrifugation 20 min; 7: Supernatant from sample 6 after acid precipitation before 0.22 µm filtering. 8: Supernatant from sample 6 after 0.22 µm filtering; 9: Supernatant from sample 6 after second round 210’000g ultracentrifugation; 10: EVs pellet after Method 1; 11: Supernatant after last round of centrifugation from sample 10. d) SDS-PAGE protein profile of skim milk samples stained with Blue Coomassie. e-g) Western blots of TSG101, MFGE8 and CD81. L: ladder; 1 and 2: EVs pellets after Method 1 isolation; 3 and 4: EV pellets after Method 2 isolation. During CD81 analysis, sample 3 had 10% β-Mercaptoethanol during the SDS-PAGE electrophoresis while samples 4 and 2 did not. Complete gels and blots are shown in Supplementary Figure S5.

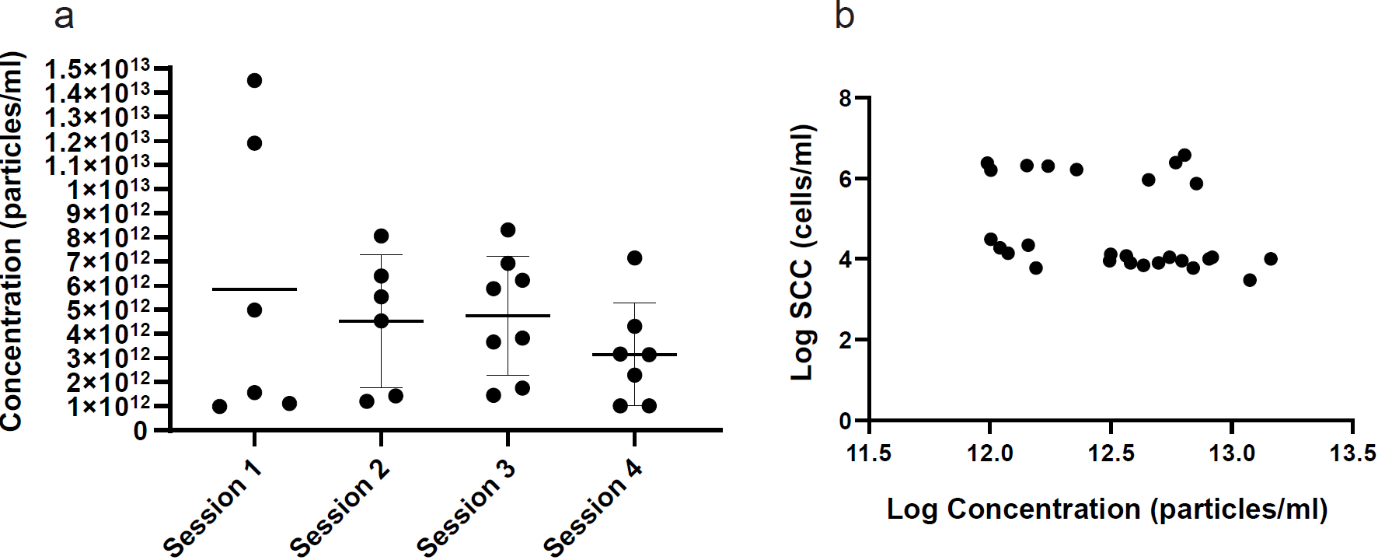

**Supplementary Figure S2.** Bioanalyzer profiles after RNA 6000 Pico assay (blue) and Small RNA assay (green). The extraction method and use or not of RNase treatment of EVs are mentioned above in the graphs.

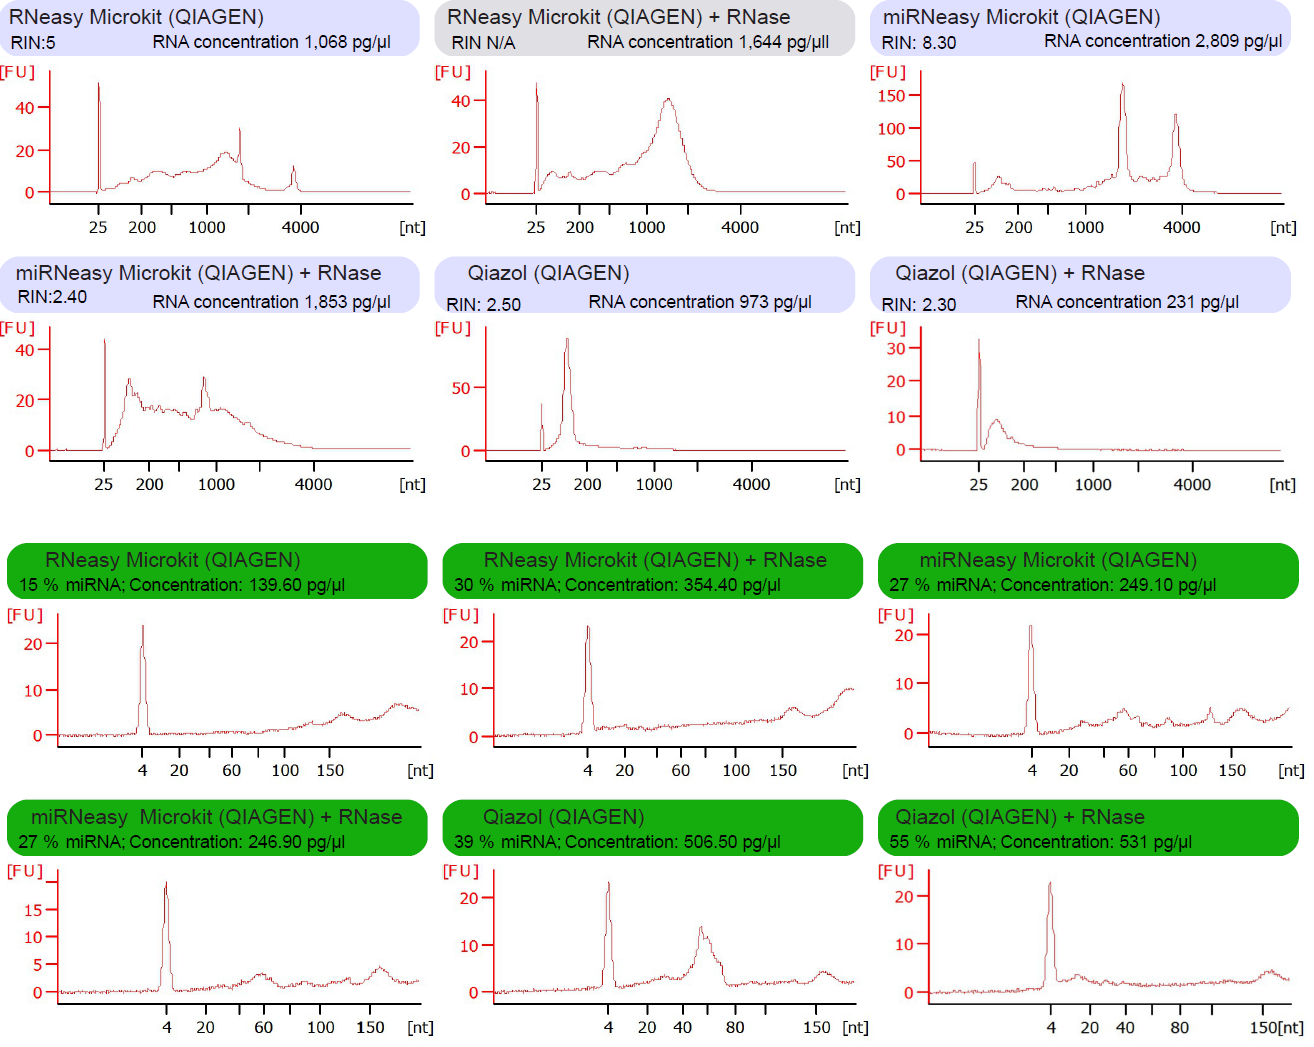

**Supplementary Figure S3.** a) EVs concentration obtained in each session of EVs isolation. b) Correlation between Somatic Cell Count (SCC) and EVs concentration, both in logarithmic scale.

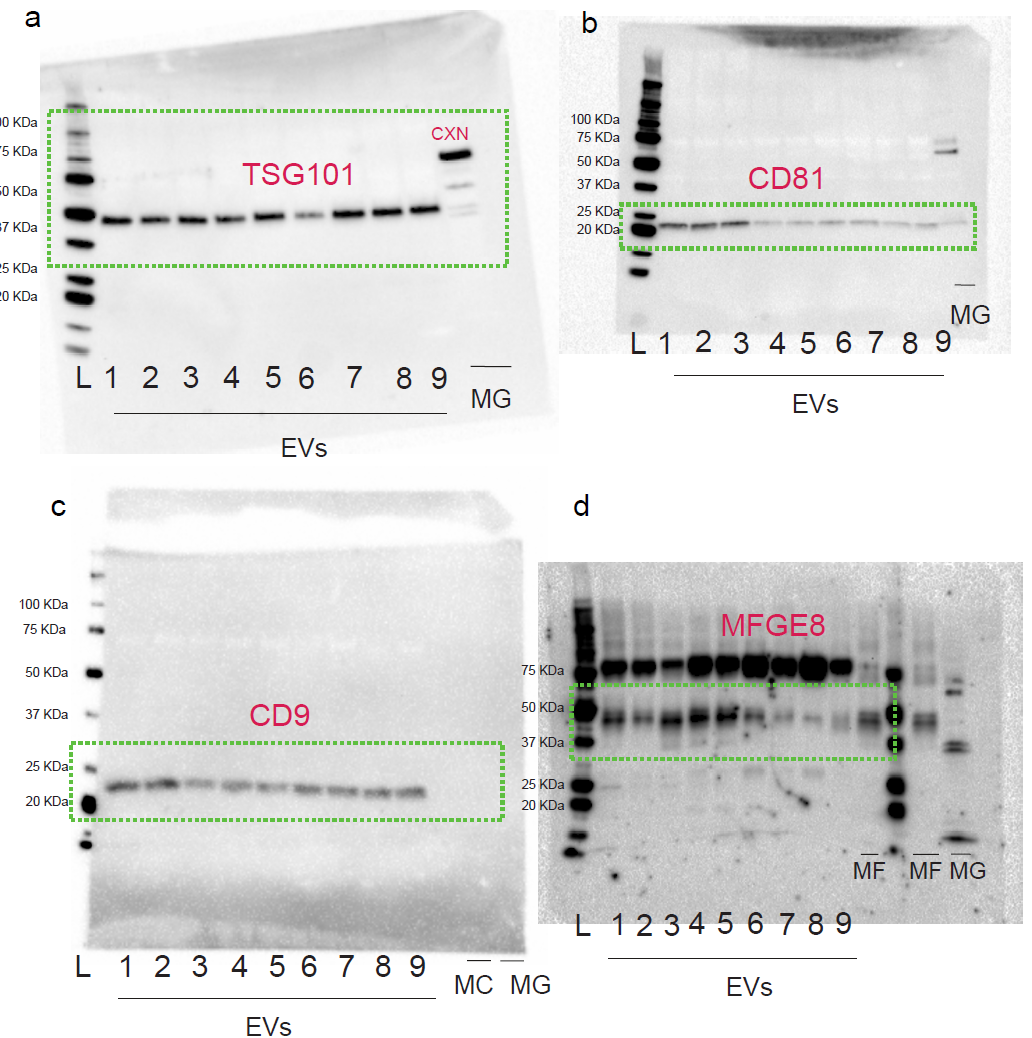

**Supplementary Figure S4.** a-d) Full-length western blot characterization for the EVs protein markers CXN, TSG101, CD81, CD9 and MFGE8. The green lines define the area shown in the main text. L: Ladder; 1-9: Milk EVs pellets. MG: Mammary gland tissue; MF: Milk Fat; MC: Milk cells.

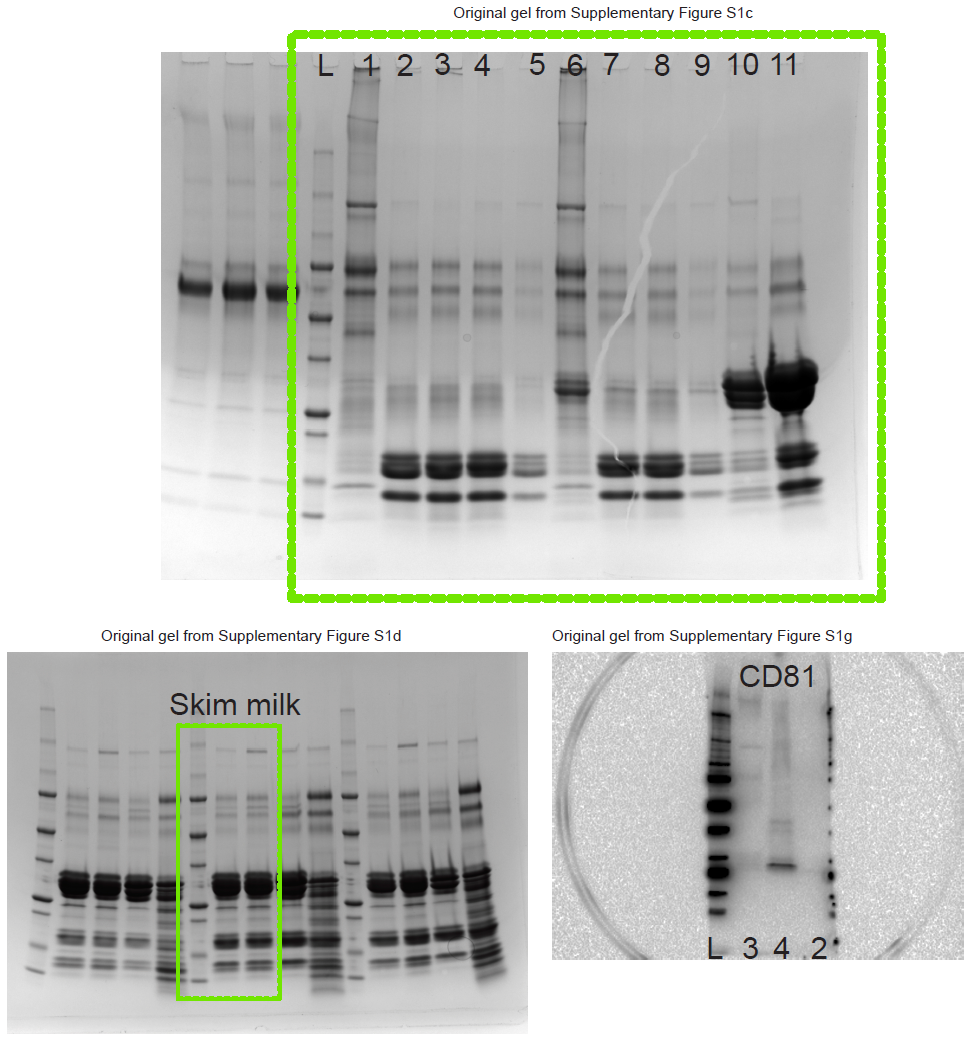

**Supplementary Figure S5.** Full-length gel and western blots from Supplementary Figure S1. The green lines define the area shown in Supplementary Figure S1.

# Supplementary material for: Determining extracellular vesicles properties and miRNA cargo variability in bovine milk from healthy cows and cows undergoing subclinical mastitis
**Source:** BMC Genomics. 2022 Mar 7;23:189. doi: 10.1186/s12864-022-08377-z
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table S2. Mean size, mode size, concentration of particles and RNA concentration in each EV sample.

**Supplementary Table S2.** Mean size, mode size and concentration of particles/ml in each EV sample evaluated with qNano (IZON). First number (C1-C6) indicates cow identity. Other abbreviations: C: Control group, L: Low SCC group, H: High SCC group, the number indicates sampling day (1,2 and 3, respectively).

| Sample | Mean (nm) | Mode (nm) | Min (nm) | Max (nm) | Concentration (particles/ml) | RNA (ng/μl) |
| --- | --- | --- | --- | --- | --- | --- |
| C1_C1 | 96 | 65 | 52 | 319 | 1.19E+13 | 2.1 |
| C1_C2 | 104 | 70 | 54 | 362 | 6.92E+12 | 1.4 |
| C1_C3 | 100 | 69 | 48 | 354 | 6.22E+12 | 1.4 |
| C2_C1 | 99 | 75 | 63 | 351 | 1.19E+12 | 9 |
| C2_C2 | 108 | 79 | 61 | 310 | 1.44E+12 | 4.8 |
| C2_C3 | 100 | 69 | 51 | 286 | 3.66E+12 | 3.6 |
| C3_C1 | 108 | 88 | 53 | 348 | 4.31E+12 | 0.9 |
| C3_C2 | 106 | 73 | 50 | 384 | 1.45E+13 | 3.2 |
| C3_C3 | 100 | 77 | 49 | 265 | 8.06E+12 | 1.1 |
| C4_H1 | 111 | 86 | 69 | 312 | 1.74E+12 | 1.6 |
| C4_H2 | 102 | 78 | 51 | 312 | 7.14E+12 | 1.6 |
| C4_H3 | 103 | 68 | 52 | 287 | 4.53E+12 | 1.7 |
| C5_H1 | 105 | 82 | 61 | 427 | 1.01E+12 | 1.6 |
| C5_H2 | 104 | 81 | 64 | 354 | 1.42E+12 | 1.6 |
| C5_H5 | 107 | 81 | 61 | 312 | 2.28E+12 | 2 |
| C6_H1 | 92 | 64 | 49 | 397 | 5.87E+12 | 1.4 |
| C6_H2 | 103 | 82 | 59 | 330 | 9.76E+11 | 2.1 |
| C6_H6 | 91 | 67 | 50 | 300 | 6.39E+12 | 1.8 |
| C4_L1 | 102 | 71 | 55 | 397 | 3.82E+12 | 1.4 |
| C4_L2 | 101 | 81 | 55 | 322 | 4.98E+12 | 1.9 |
| C4_L3 | 118 | 73 | 56 | 435 | 8.30E+12 | 1.9 |
| C5_L1 | 102 | 78 | 52 | 344 | 3.16E+12 | 1.3 |
| C5_L2 | 106 | 74 | 64 | 380 | 1.01E+12 | 0.62 |
| C5_L3 | 105 | 78 | 53 | 361 | 1.10E+12 | 3.1 |
| C6_L1 | 100 | 72 | 47 | 381 | 5.53E+12 | 0.93 |
| C6_L2 | 108 | 84 | 63 | 422 | 1.55E+12 | 1.1 |
| C6_L3 | 103 | 71 | 55 | 308 | 3.13E+12 | 0.81 |

# Supplementary material for: Determining extracellular vesicles properties and miRNA cargo variability in bovine milk from healthy cows and cows undergoing subclinical mastitis
**Source:** BMC Genomics. 2022 Mar 7;23:189. doi: 10.1186/s12864-022-08377-z
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Table S5. Top-ten most abundant miRNA in Control, Low SCC and High SCC samples.

Supplementary Table S5.

| **Control** | Percentage (%) | **Low SCC** | Percentage (%) | **High SCC** | Percentage (%) |
| --- | --- | --- | --- | --- | --- |
| **bta-let-7a-5p** | 12.5 | **bta-let-7a-5p** | 15.2 | **bta-let-7a-5p** | 13.1 |
| **bta-miR-3596** | 8.1 | **bta-let-7b** | 8.6 | **bta-miR-3596** | 7.6 |
| **bta-let-7b** | 8.7 | **bta-miR-3596** | 9.4 | **bta-let-7b** | 8.1 |
| **bta-miR-200c** | 9.0 | **bta-miR-200c** | 10.1 | **bta-miR-21-5p** | 8.7 |
| **bta-miR-30a-5p** | 8.7 | **bta-miR-148a** | 9.1 | **bta-miR-200c** | 8.6 |
| **bta-miR-148a** | 8.9 | **bta-miR-30a-5p** | 8.6 | **bta-miR-148a** | 8.5 |
| **bta-miR-21-5p** | 8.6 | **bta-miR-26c** | 8.7 | **bta-miR-30a-5p** | 9.2 |
| **bta-miR-26c** | 9.3 | **bta-miR-21-5p** | 9.3 | **bta-let-7f** | 10.0 |
| **bta-let-7c** | 8.9 | **bta-let-7f** | 9.9 | **bta-miR-26c** | 8.6 |
| **bta-let-7f** | 8.5 | **bta-let-7c** | 10.9 | **bta-let-7c** | 8.3 |

# Supplementary material for: Determining extracellular vesicles properties and miRNA cargo variability in bovine milk from healthy cows and cows undergoing subclinical mastitis
**Source:** BMC Genomics. 2022 Mar 7;23:189. doi: 10.1186/s12864-022-08377-z
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary Table S6. List of differential miRNAs between Control quarters of different cows.

| Cow 2 vs. Cow 1 | | | |
| --- | --- | --- | --- |
| miRNA | Log2 FC | FDR | Cow 2 |
| bta-miR-2890 | 3.0 | 3.91E-03 | ↑ |
| bta-miR-196a | 1.9 | 1.91E-02 | ↑ |
| bta-miR-2904 | 1.5 | 4.59E-02 | ↑ |
| bta-miR-885 | 1.5 | 2.41E-02 | ↑ |
| bta-miR-181b | 1.1 | 4.68E-02 | ↑ |
| bta-miR-2898 | 1.0 | 3.62E-02 | ↑ |
| bta-miR-24-3p | -1.0 | 4.59E-02 | ↓ |
| bta-miR-3600 | -1.3 | 3.62E-02 | ↓ |
| bta-miR-143 | -1.8 | 3.92E-02 | ↓ |
| Cow 2 vs. Cow 3 | | | |
| miRNA | Log2 FC | FDR | Cow 2 |
| bta-miR-196a | 3.0 | 8.80E-04 | ↑ |
| bta-miR-2890 | 2.2 | 1.05E-02 | ↑ |
| bta-miR-11985 | 2.8 | 1.93E-02 | ↑ |
| bta-miR-3596 | 1.3 | 4.92E-02 | ↑ |
| bta-miR-885 | 1.1 | 4.92E-02 | ↑ |
| bta-miR-2898 | 0.8 | 4.92E-02 | ↑ |
| bta-miR-125a | 0.8 | 4.92E-02 | ↑ |
| bta-miR-24-3p | -1.0 | 4.92E-02 | ↓ |
| bta-miR-16a | -1.1 | 2.76E-02 | ↓ |
| bta-miR-3613a | -1.2 | 2.70E-02 | ↓ |

**Supplementary Table S6**. List of differential miRNAs between Control quarters of different cows (FDR<0.05). FC: Fold change; FDR: False Discovery Rate.

How the deposited data were processed for this re-analysis (not part of the article)

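Small RNA of milk extracellular vesicles was sequenced in 27 libraries from 9 mammary glands (udder glands) of 6 cows, each sampled on 3 days. Control glands came from Cows 1, 2 and 3, and High SCC and Low SCC glands from Cows 4, 5 and 6, with 9 libraries per group. The samples were grouped by the labels and the sample codes of the paper.

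The authors trimmed the reads with Trim Galore, collapsed PCR duplicates with the FASTX-toolkit, filtered unique sequences by CPM, matched them to bovine mature miRNAs of miRBase without mismatch and summed isomiRs of the same name. The authors then scaled the libraries by TMM with edgeR. The deposited values are log2 CPM of 122 miRNAs with a prior count of 2 reads scaled to library size, which sets a miRNA without reads to 3.03 in every library. The 27 barcoded libraries were sequenced together, and no alignment to a genome is described by the authors.

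The reads behind the deposited log2 values were recovered from the size of 1 read in each library, and all 3294 values were whole within 1e-06. The summed reads varied by 7.67 times between the largest and the smallest library, so low miRNAs are measured least precisely in the shallow ones. CPM printed for single miRNAs are recovered reads over the scaled library size, without the prior count. Intervals of pooled reads are exact at 95% and cover counting error only, and 3 reads over the group were taken as the limit of 0 reads.

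Differences were fitted in limma 3.58.1 with R 4.3.3 on the deposited log2 values (lmFit, eBayes with trend and robust), as the design fixed before the data were examined gave for a file of log2 values. High SCC and Low SCC were compared in 18 libraries with cow as a term, Low SCC and Control and High SCC and Control in 18 libraries each without a term, the glands of single cows in 6 libraries, and the Control cows in 1 fit of 9 libraries. The difference between cows in the High SCC effect was an F test over 9 differences per milking, and the day effect an F test over 27 libraries with the gland as a term. P-values were adjusted by the Benjamini-Hochberg method at 0.05. Lists of miRNAs (leukocyte, epithelial, stromal, red blood cell, let-7 family, miR-29 family, miR-30 family, miR-17-92 clusters, bta-miR-2284 and bta-miR-2285 family and other bovine-annotated entries) were tested with camera at a preset correlation of 0.01 and with an estimated one, for lists with at least 3 measured members. Clustering by cow and distances between groups were tested by exact permutation, one-sided, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Principal components were computed on centred log2 values without scaling, and plots were drawn with matplotlib 3.10.9.

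High SCC and Low SCC glands of 1 cow come from the same animal, so cow pairs them and is a term of the fit. Libraries matched by cow and day showed little pairing beyond that: correlations of their deviations from the gland means ranged from -0.28 to 0.16, and 2 of 9 were over 0.1. These correlations were not tested. On day 3 the matched libraries of Cows 5 and 6 may be of different milkings, and that of Cow 6 gave the highest value.

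The fits were tested on simulated data with 20 of 122 miRNAs changed in 10 simulations. At log2 changes of 0.5, 1 and 2, the comparison of High SCC with Low SCC recovered 41, 78 and 97.5% of the changed miRNAs, that of Low SCC with Control 36.5, 81.5 and 98.5%, and that of Cow 6 alone 1, 27.5 and 80.5%. The false share of the calls was 6.82, 3.11 and 6.25%, 2.67, 5.23 and 4.37%, and 60, 6.78 and 2.42% in the same order. None of these shares need carry over to the real libraries. Simulated libraries were drawn independently, and only High SCC against Low SCC held a cow shift, which both glands of a cow shared. No effect of single glands was simulated, whereas the real libraries are repeated days of a gland. In Low SCC against Control the real libraries also cluster by cow, with other cows in each group. The clustering test had its own simulations of 122 miRNAs, 20 with a cow effect of 1 preset size on every miRNA and 20 without. The permutation test gave a P under 0.05 in 100% of those with the effect and in 0% without. That size was not taken from the real libraries, so these shares do not tell how often a smaller effect is found.

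The miRNAs named are every miRNA of the paper's text, Tables 1 and 2 and Supplementary Tables S5 and S6, whose values were seen before, up to 10 further miRNAs past the threshold per comparison by smallest P, and 2 to 4 members per list with the largest differences. Names were matched to the RefSeq annotation of ARS-UCD2.0 for 121 of 122 miRNAs and used only for neighbouring genes.

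Alternatives were a filter on low values (10 CPM), quantile normalization, centring on the median miRNA, eBayes without trend and robust, gland means, random effects, replicate blocks, other sets of libraries and each cow or library left out. Added after seeing the data were log2(CPM + 1) of the recovered reads, limma voom on those reads, each cow left out between High SCC and Control, scaled principal components and the exchange of glands within cows. ImpulseDE2, which the paper used for the days, was not run, and target and pathway analyses were left out because they hold no measured values.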

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

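The explanations weighed here and their tests were chosen after the results were seen, and the F test between cows was set before the data were examined. Of 42 tests for a library far from the other 8 of its group, 5 met the criterion, and chance gives about 1 in 20.

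The Low SCC library of Cow 6 on day 2 stood apart from the other Low SCC libraries. Its mean distance to them was 12.0, against 7.29 to 8.57 for the others. It also had the lowest bta-miR-339a of its group, with a log2 value of 6.74 against 7.53 to 7.99. bta-miR-146b was low in the Control library of Cow 3 on day 2, with a log2 value of 6.40 against 7.24 to 8.02. bta-miR-93 was high in the Control library of Cow 2 on day 2, with 10.33 against 9.14 to 9.65, and in the High SCC library of Cow 6 on day 1, with 11.03 against 9.47 to 10.21.

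The High SCC effect differed between cows for 5 miRNAs in the F test of limma over 9 milkings, each with an adjusted p of 0.0255. The High SCC minus Low SCC differences in Cows 4, 5 and 6 were -0.46, 0.39 and 1.05 for bta-miR-1839, -0.19, -0.11 and -3.23 for bta-miR-365-3p, 1.45, 3.78 and 3.53 for bta-miR-146b, -0.58, -0.72 and 1.68 for bta-miR-196a, and 1.26, 4.16 and 3.75 for bta-miR-146a. Of 100 ways to divide the milkings, 1, the real one, gave as many miRNAs, and the highest of the others gave 2, so chance can be excluded for single milkings exchanged between cows, which are repeated samples of 1 gland pair per cow. Without the milking of Cow 6 on day 2, 0 miRNAs passed in limma and 25 had an unadjusted p under 0.05, against 27 with all milkings. Whether the differences shrank or only fewer milkings were left was not tested.

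Past the threshold between High SCC and Low SCC but in none of the paper's tables of differential miRNAs were bta-miR-146a with 3.06, bta-miR-101 with -0.83 and bta-miR-339b with -0.90. Of these, bta-miR-146a and bta-miR-339b are also missing from the paper's list of all miRNAs found, Supplementary Table S4. Whether the paper tested them is not known, so their absence need not mean that they were tested and did not pass. bta-miR-101 is in that list.

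Cow 6 had 20 miRNAs past the threshold, Cow 5 had 5 and Cow 4 had 3. The shallow Low SCC library of day 2 is a possible explanation that the values argue against, since the count of Cow 6 was 23 without it. A smaller spread between the libraries of Cow 6 is argued against as well, since with 1 spread for the 3 cows the count was 35 in Cow 6 and 4 in Cow 5. The count is not stable, as it was 5 without the High SCC library of day 2 and 9 without the Low SCC library of day 1 or of day 3. A relation with the cell count stays open and was not tested, and only 3 cows had an inflamed gland.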

How the results depend on the processing

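The filter on low values removed 0 or 1 miRNAs and is no test of stability. Fits with edgeR were planned for the case that whole reads can be recovered. They were recovered, and these planned fits were still not run, so the paper's own model was not tried. DESeq2 and pseudocounts were planned for a file of counts or of CPM and not run. Limma voom and log2(CPM + 1) on the recovered reads, and each cow left out between High SCC and Control, were chosen after seeing the data. Over all alternatives, named miRNAs that passed kept direction and side of the threshold in 522 cases and lost the threshold in 148, and 0 reversed. Named miRNAs that had not passed stayed so in 180 cases, passed in 29 and changed sign in 7. Causes were not tested. Depth limits low miRNAs most: 1 read was worth up to 16.4 CPM.

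High SCC against Low SCC gave 12 miRNAs, and 25 after quantile normalization, 21 after median centring, 4 on gland means and 6 with the gland as a random effect. Leaving out 1 cow or the Low SCC library of Cow 6 on day 2 gave 4 (without Cow 5) to 16 (without Cow 4), with 5 without Cow 6. With no replicate block the count was 12, and with the milking as the block 10. High SCC against Control gave 6, and 16 after quantile normalization, 17 after median centring, 12 with voom, 3 on gland means and 3 (without Cow 5) to 12 (without Cow 1) without 1 cow, with 10 without Cow 4. Low SCC against Control gave 1, and 0 on gland means; without 1 cow the count ran from 0 (without Cow 3 or Cow 5) to 3 (without Cow 1 or Cow 4), with 2 without Cow 2 or Cow 6. The bta-miR-223 Low SCC vs Control log2 difference, 0.01, had no direction: it was -0.0336 after quantile normalization, -0.0331 after median centring, -5.01e-06 with voom and -0.15 (without the Low SCC library of Cow 6 on day 2) to 0.17 (without Cow 4) with samples left out.

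Cow 4 gave 3, and 1 with the day number as a replicate block and 1 to 6 without 1 library. Cow 5 gave 5, and 3 after quantile normalization, 12 after median centring, which moved the median difference from 0.04 to -0.21, and 3 without trend and robust. Cow 6 gave 20, and 11 without trend and robust, 35 in 1 fit of 18 libraries and 5 to 23 without 1 library. Control Cow 2 against Cow 1 gave 6, and 11 after quantile normalization, 3 in their 6 libraries alone, 10 with the day number as a replicate block and 3 to 9 without 1 library. Cow 2 against Cow 3 gave 3, and 12 after quantile normalization, 9 after median centring, 1 without trend and robust, 8 with voom, 8 in their 6 libraries alone, 11 with the day block and 1 (without the library of Cow 3 on day 3) to 4 without 1 library. Cow 1 against Cow 3 gave 0, and 4 after quantile normalization, 10 after median centring, which moved the median difference from -0.04 to 0.30, and 1 with voom. Between Control cows the day numbers share no animal and mark no pairing.

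The difference between cows gave 5, and 2 after quantile normalization, 3 after median centring, 11 as an interaction in 18 libraries, 11 with voom and 0 without the milking of Cow 6 on day 2. The day count was 0 in every setting run. The let-7 and miR-29 lists lost their call with an estimated correlation (adjusted p = 0.402 for both). Clustering by cow kept its side of the threshold with correlation distances, and 1 minus correlation gave P = 0.7 between Control and Low SCC by exact permutation. Glands of High SCC and Low SCC exchanged within cows, chosen after seeing the data, gave P = 0.25 by exact permutation, against 0.1.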

Differences from the paper's values

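Alternatives were set before the data were examined unless stated otherwise. The paper and the fits here both use an FDR under 0.05. Both give log2 differences, those here on values that hold a prior count. The paper gives single values. An alternative is called near the paper's value where its count is within 1.5 times of it, its log2 difference lies within 1 residual SD of it, or its share is within 1.5 times or 1 SD of it, so near does not mean equal.

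Between Low SCC and Control the paper reports 3 miRNAs and 1 passed here, near the paper's count only without Cow 1, 2, 4 or 6 (4 of 15 alternatives, with counts of 2 or 3). Of the paper's 3, only bta-miR-2285t was analysed here and it passed with the same sign; bta-miR-2285bi and bta-miR-2904 were not analysed here and could not be called in any setting. In Cow 4 the paper reports 1 and 3 passed here, near the paper's value with the day number as a replicate block and without the High SCC library of day 1 or of day 3, and not in the other alternatives. In Cow 5 the paper reports 8, of which 5 were analysed here and 4 passed; 5 passed in all, near the paper's value after median centring and without the Low SCC library of day 2. In Cow 6 the paper reports 7 and 20 passed here, near it without the High SCC library of day 2 (5) or the Low SCC library of day 1 or of day 3 (9 each). In Cow 6, 5 of the paper's 7 were analysed and all 5 passed. Between Control Cows 2 and 3 the paper reports 10, of which 6 were analysed, and 3 passed here, near the paper's value after quantile normalization, after median centring, in their 6 libraries alone and with the day number as a replicate block. Voom, chosen after seeing the values, gave 8 there and drops 0 of the paper's miRNAs that passed.

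For bta-miR-223 the paper's log2 fold change between High SCC and Low SCC is 9.5, and the value here is 7.45. In Cow 4 the paper gives 9.1 and the value is 6.06, and in Cow 6 the paper gives 11.8 and the value is 8.79. No alternative set before was near the paper's value for these 3. On log2(CPM + 1) of the recovered reads, chosen after seeing the values, they were 9.92, 9.06 and 10.97, and this setting drops 1 of the paper's called miRNAs between High SCC and Low SCC, bta-miR-29c, and 0 in Cows 4 and 6. Voom, also chosen after seeing the values, gave 9.07 between High SCC and Low SCC, 7.96 in Cow 4 and 10.44 in Cow 6, and drops 0 between High SCC and Low SCC. In Cow 5 the paper gives 8.1 and the value is 7.49, near the paper's value without the High SCC or the Low SCC library of day 1. There log2(CPM + 1) gave 9.73 and voom 8.80, both chosen after seeing the values and both above the paper's value. The Low SCC glands held 0 reads of bta-miR-223 in Cow 4, 4 in Cow 5 and 1 in Cow 6. The size of all these differences therefore depends largely on the count added before the log, and being near the paper's value or not decides little.

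For bta-miR-2284ab in Cow 5 the paper gives 2.3 and the value is 0.65, and for bta-miR-22-3p between High SCC and Low SCC the paper gives 0.7 and the value is -0.0727, with no alternative near the paper's value for either. For bta-miR-21-5p in Cow 6 the paper gives 1.3 and the value is 1.02, near the paper's value without the High SCC or the Low SCC library of day 2. For bta-let-7i in Cow 6 the paper gives 1.3 and the value is 0.91, near the paper's value without the High SCC library of day 3 or the Low SCC library of day 1 or of day 3.

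The paper's Supplementary Table S5 gives larger shares for several abundant miRNAs. For bta-miR-21-5p it gives 8.6% in Control and 9.3% in Low SCC, and the shares here were 5.29% and 5.95%. For bta-let-7c it gives 8.9%, 10.9% and 8.3% in Control, Low SCC and High SCC, and the shares were 3.12%, 2.64% and 3.21%. For bta-let-7f it gives 8.5%, 9.9% and 10.0%, and the shares were 3.69%, 4.50% and 4.87%. For bta-miR-30a-5p in High SCC it gives 9.2% and the share was 5.10%. No alternative was near the paper's value for these. For bta-miR-200c in Low SCC it gives 10.1% and the share was 6.54%. Without Cow 6 it was 6.75%, still well below the paper's value though just within 1.5 times of it, and the other alternatives were not. The paper's 10 percentages sum to 91.2% in Control, 99.8% in Low SCC and 90.7% in High SCC, and the paper's text does not name their denominator.

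Of the paper's 18 miRNAs between High SCC and Low SCC, 15 were analysed here, 14 had the paper's direction and 8 passed. Of the others, bta-miR-181a and bta-miR-29b passed after quantile normalization, median centring and without Cow 4, bta-miR-374b after both scalings, bta-miR-2285bf after both and without the Low SCC library of Cow 6 on day 2, and bta-miR-10174-3p after median centring. bta-miR-2284ab and bta-miR-22-3p passed in no setting run. Between Control Cows 2 and 1, bta-miR-24-3p passed after both scalings, with the day block and without the library of Cow 1 on day 1, and bta-miR-181b (adjusted p = 0.0714 from limma) passed in no setting run. Between Cows 2 and 3, bta-miR-125a passed after both scalings, with voom, in their 6 libraries alone, with the day block and without the library of Cow 2 on day 2. bta-miR-24-3p passed there after quantile normalization, with voom, in the 6 libraries and with the day block, and bta-miR-3613a with voom.

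The paper states that all groups share their most abundant miRNAs, and 8 of 10 were shared here, or 9 when ranked by the median over libraries. Of the paper's 10, 8 were analysed. Of those, 8 were among the 10 most abundant in Control, 7 in Low SCC and 8 in High SCC. The paper states that in its PCA High SCC profiles clustered very closely by cow and Low SCC profiles did not. Here Low SCC libraries of 1 cow were closer to each other than to those of other cows (exact permutation p = 0.0107), with larger distances within cows than in High SCC, which does not exclude the paper's contrast. The paper states that only bta-miR-223-3p was raised in Cow 4, and bta-miR-146b and bta-let-7f also passed here. With the day as a replicate block only bta-miR-223 passed, as in the paper. The paper's Table 1 lists fewer miRNAs in Cow 6 than in Cow 5, and the counts here were in the other order.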

Other observations

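All tests of explanations and splits in this part were chosen after the results were seen. Against Control glands of other cows, a comparison the paper does not make for single miRNAs, 4 miRNAs were higher and 2 lower in High SCC in limma. bta-miR-223 was higher by 7.46 (standard error 0.54), bta-miR-146b by 3.34 (0.33), bta-miR-146a by 3.22 (0.34) and bta-miR-21-5p by 0.70 (0.17). bta-miR-181a, which acts in lymphocyte development, was lower at 3159 ± 757 CPM (SD, n = 9 libraries of 3 cows) against 4739 ± 961 CPM, and bta-miR-193a-5p at 1497 ± 331 CPM against 2661 ± 1396 CPM. For bta-miR-193a-5p this is not particular to High SCC, since the Low SCC glands of the same cows had 1508 ± 644 CPM, and High SCC against Low SCC differed by 0.07. In Control, Cow 2 had the highest mean, 3983 CPM. After quantile normalization 5 were higher and 11 lower, and after median centring 4 and 13, with the median difference moved from 0.01 to -0.17. Of the leukocyte list 3 of 8 rose (6 adjusted over the list alone), with an adjusted p of 4.07e-08 in camera and adjusted p = 0.00147 with an estimated correlation. The list holds miRNAs that the paper reports as raised in the same High SCC glands, so this is not independent evidence.

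Other lists between High SCC and Low SCC had few members past the threshold. Of the epithelial list 1 of 8 fell (adjusted p = 0.411 in camera), of the stromal list 0 of 3 passed (0.626), of the miR-17-92 clusters 1 of 7 was higher (0.755), of the miR-30 family 0 of 6 passed (0.411), and of the other bovine-annotated entries 0 of 5 passed (0.540). Of the bta-miR-2284 and bta-miR-2285 family 0 of 4 passed, with 1 higher and 1 lower adjusted over the list alone (0.540). The calls of the miR-17-92 clusters had no fixed direction, with 0 higher and 2 lower after quantile normalization and 0 of either after median centring. Of the red blood cell list 1 member was measured, and it was not tested.

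Chance was weighed by other splits of the same samples. For the 12 miRNAs between High SCC and Low SCC, 1 of 100 splits, the real one, gave as many and the highest of the others gave 1, so chance can be excluded where single libraries are exchanged. The 3 days of a gland are repeated samples, and that does not carry over to whole glands. For the 6 between High SCC and Control it was 1 of 100 for single libraries, with 2 in the highest of the others. For the 1 between Low SCC and Control it was 8 of 100, with 11 in the highest of the others, so chance cannot be excluded, and a split with several times the real count points to a structure of the samples, such as cows. For the days the real count was 0, which every split reaches, so 100 of 100 was fixed beforehand and cannot weigh chance. The highest of the others gave 6 there. The splits of single cows and of whole animals are too few for a share under 0.05. The highest of the others gave 0 against 3, 5 and 20 in Cows 4, 5 and 6 (1 of 10 each). It gave 0 against 6 and 3 for Control Cow 2 against Cows 1 and 3 (1 of 10 each). For Cow 1 against Cow 3 it gave 1 against 0, where 10 of 10 was again fixed beforehand. Over whole cows it gave 4 against 1 between Low SCC and Control (4 of 10) and 7 against 6 between High SCC and Control (2 of 10), and over whole glands 3 against 12 between High SCC and Low SCC (1 of 4).

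bta-miR-223, bta-miR-146a and bta-miR-146b rose together in High SCC. The authors' scaling does not account for it, since the lowest of the 3 differences was 2.79 under quantile normalization or median centring. A candidate explanation is more leukocyte RNA of every kind, which stays open. The other 5 measured members of the leukocyte list had a median difference of -0.00953, with 0 past the threshold because those that passed were left out. bta-miR-155 and bta-miR-342 had 0.60 and 0.44. bta-miR-23a, bta-miR-24-3p and bta-miR-27a-3p, from neighbouring genes, had -0.01, -0.06 and -0.01. Of these members, 4 started above the Low SCC level of bta-miR-146b, so other cells may supply them already. bta-miR-155 started lowest and had the largest difference. Whether bta-miR-146a and bta-miR-146b share reads stays open: their log2 ratio changed by 0.14, which restates their similar rise and cannot test it. Milk cells were removed by centrifugation before the EVs were isolated, according to the paper.

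bta-miR-2285t was lower in Low SCC than in Control. Over glands its means were 1927, 1340 and 2001 CPM in Cows 1, 2 and 3 and 731, 854 and 1324 CPM in the Low SCC glands of Cows 4, 5 and 6. Differences between cows cannot be told apart from the group, since each group holds other cows, and the adjusted p over the 6 gland means was 0.858. An effect of the inflamed gland next to it stays open and was not tested, as each cow gave 1 Low SCC gland.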
